# Interfamily Grafted Hybrids *Vitis vinifera*/*Schisandra chinensis* Resulted in Transcriptomic, Phenotypic, and Metabolic Changes

**DOI:** 10.3390/plants13121676

**Published:** 2024-06-17

**Authors:** Shulin Zhang, Zhuo Chen, Junhui Zhao, Songfeng Diao, Li Tian, Ying Zhao, Fangdong Li, Gao-Pu Zhu

**Keywords:** graft hybridization, distant-grafting, *Vitis vinifera*, transcriptome, miRNA, metabolome

## Abstract

Long-distance transfer of genetic material and metabolites between rootstock and scions is well documented in homo-grafted hybrids but has rarely been reported in genetically-distant grafts where the rootstock and scion belong to different families. In this study, we grafted *Vitis vinifera* scions onto *Schisandra chinensis* stocks and obtained 20 vegetative hybrids, *Vitis vinifera*/*Schisandra chinensis* (Vs). After 25 years of growth, we found that the phenotypes of the leaves, internodes, and fruits of the Vs hybrids above the graft union resembled an intermediate phenotype between *V. vinifera* and *S. chinensis,* and the new traits were stable when propagated vegetatively. We further analyzed genetic differences between Vv plants and Vs hybrids using high-throughput sequencing, while metabolomes were analyzed by liquid chromatography-mass spectrometry (LC-MS). We found a total of 2113 differentially expressed genes (DEGs). GO annotation and KEGG pathway enrichment analysis showed that these DEGs enriched mainly in oxidation-reduction and metabolic processes. Seventy-nine differentially expressed miRNAs (DEMs) containing 27 known miRNAs and 52 novel miRNAs were identified. A degradation analysis detected 840 target genes corresponding to 252 miRNAs, of which 12 DEMs and their corresponding target gene expression levels were mostly negatively correlated. Furthermore, 1188 differential metabolic compounds were identified. In particular, in Vs hybrids, the abundance of the metabolites schizandrin and gomisin as the main medicinal ingredients in *S. chinensis* were down-regulated and up-regulated, respectively. Our data demonstrated the effects of interfamily grafts on the phenotype, transcript profile and metabolites of the scion, and also provided new insight into the genetic, phenotypic, and metabolic plasticity associated with genetically distant grafted hybrids.

## 1. Introduction

Grafting is a commonly used method in forestry reproduction and is an important technique to bestow beneficial traits in fruit tree cultivation [1]. Graft hybridization is a type of asexual hybridization in which grafting can induce heritable changes and serves as a new method for germplasm innovation [2,3,4]. With the development of molecular biology and genetic resources for genetic stocks of interest, it has been shown that long-distance transport of mRNA, small RNAs, proteins, and hormones can occur at graft junctions [5,6,7,8]. A study on Chinese white pear, *Pyrus bretschneideri,* grafted on wild pear, demonstrated that mRNAs can be transported bidirectionally of the grafting rootstock and scion [9]. Small RNAs can be transmitted and coordinate plant signal transmission through the connection of the phloem tissues at the grafting site [3,10,11]. A recent study of wild cabbage, *Brassica oleracea*, grafted onto brown mustard, revealed that the graft altered the methylation levels of some phenotype-related genes in the offspring [3,10,11]. The FT protein could induce plant flowering via long-distance movement in the phloem at the graft junction [12]. In tomato, *Solanum lycopersicum*, the rootstock-derived ethylene precursor ACC was transferred to the scion via the graft junction and was associated with increased water use efficiency of the tomato chimeras and improved growth in soil lacking potassium [13,14,15].

Grafting has mostly been used between plants of the same species and different species within the same genus. Some combinations of different genera in the same family, such as *Armeniaca vulgaris* + *Amygdalus persica*, *Armeniaca vulgaris* + *Cerasus japonica* [2], and *Lycium barbarum* + *Lycopersicon esculentum* [16], are also relatively easy to produce. However, most examples of interfamily grafted hybrids of woody plants only come from historical documents, and there are no living plants or research materials that serve as direct evidence of such hybrids.

Grafting is extremely important in grape cultivation and has a long propagation history. In China, the book “Agricultural Must Use” written by Yi Wu during the early Southern Song Dynasty (in 1127–1279) recorded a method for grafting *V. vinifera* and jujuba (*Ziziphus jujuba*), which improved fruit quality. Until the late 1800s, insects in the genus *Phylloxera* caused substantial losses to the French wine industry until a resistant rootstock was found [17]. Since then, researchers all over the world have achieved significant progress in improving the environmental adaptability, growth vigor, and fruit quality of the scion by grafting to different grape variety rootstocks [7,18,19]. We repeatedly grafted *V. vinifera* scions onto *S. chinensis* stocks and obtained vegetative hybrids (*Vitis vinifera*/*Schisandra chinensis*) that were able to grow normally for over 25 years. The *Vitis* + *Schisandra* fruit grafting hybrid demonstrated the feasibility of grafting woody plants belonging to different families or higher taxa, which could produce edible grapes with the medicinal properties of *S. chinensis*. Furthermore, we compared the differences between interfamily hybrid *Vitis vinifera*/*Schisandra chinensis* (Vs) and self-rooted grapes (Vv) in terms of mRNA, miRNA, and the degradome using high-throughput sequencing and characterized the metabolomes using liquid chromatography-mass spectrometry (LC-MS). This study provides a reference for future research on berry trees by distant-grafting hybridization in berry trees.

## 2. Materials and Methods

### 2.1. Study Site, Plant Materials and Phenotype Analysis

This study was conducted in Si Mountain National Forest Park, Xixia County, Henan Province (Geographical location: 33°17′31″ N, 111°28′16″ E). The soil type at the study site was red clay with Ph > 7, and the main climate type in the region was a warm continental monsoon climate. The average duration of sunshine and the average temperature are 2019 h and 15.0 °C, respectively. The non-frost period was 236.2 d.

Scions from *V. vinifera* ‘Hongruibao’ were grafted onto wild *S. chinensis* rootstocks to construct *V. vinifera*/*S. chinensis* graft hybrids (Vs) using split grafting method. Meanwhile, self-rooted grafting from *V. vinifera* ‘Hongruibao’ (Vv) and wild *S. chinensis* (Sc) were also constructed as controls. Finally, a total of 23 viable vegetative hybrids were obtained, and anthesis and frutescence times of Vs were on 20 April and 28 June, while anthesis and frutescence times of Vv were on 28 April and 15 July, and anthesis and frutescence times of *Sc* were on 10 April and 25 July, respectively. However, the fruiting period comes after grafting 2–3 years.

Twenty-five years after grafting, the phloem without xylem was isolated using a scalpel, and samples of fruits and functional mature leaves in the fully ripe stage were packed in silver paper and stored in liquid nitrogen until use. Grafting sites were sampled with FAA stationary liquid and paraffin sections. The differences in internode length and the length, width, and weight of fruits were measured using Vernier calipers (0.01 mm) or an electronic scale (0.01 g). Data were analyzed using Student *t*-tests to compare the two groups with the software DPS 7.05 [20]. The significance level was set at *p* ≤ 0.01.

### 2.2. Transcriptome Sequencing and Analyses

Transcriptomic libraries were constructed from total mixed RNA pools (concentration: 40 ng/μL) consisting of RNA extracted from leaves, phloem, and whole ripe berries from Vs hybrids and Vv scions. Every group included samples from three randomly selected hybrid plants (three biological replicates). Total RNA and miRNA were extracted using a Polysaccharide Polyphenol Plan MicroRNA Extraction Kit following the manufacturer’s protocol. RNA quantity and purity were determined using 1% agarose gel electrophoresis and a Bioanalyzer 2100 (Agilent Technologies, Waldbronn, Germany). RNA with a concentration of 200 µg/mL or greater, a 28S rRNAs/18S rRNAs ratio over 2, and an RNA Integrity Number over 7 were defined as suitable samples for future experiments. A cDNA library constructed using pooled RNA was sequenced with the Illumina Hiseq4000 sequence platform. We sequenced the transcriptome using the Illumina paired-end RNA-seq approach. This yielded 43.68 GB of transcriptomic sequences. Prior to assembly, the low-quality reads (reads containing sequencing adaptors, reads containing sequencing primers, and nucleotides with a q-quality score lower than 20) were removed. Next, a total of 43.3 GB of cleaned, paired-end reads were produced. We aligned reads to the *V. vinifera* genome using the HISAT package [21]. The mapped reads of each sample were assembled using StringTie (version 1.3.4) [22]. Then, all transcriptomes were merged to reconstruct a comprehensive transcriptome using ptcerl scripts. After the final transcriptome was generated, StringTie was used to estimate the expression levels of all transcripts. StringTie was used to compute expression levels for mRNAs by calculating FPKM (Fragments per Kilobase Million). The significantly differentially expressed genes (DEGs) between the two samples were judged by the false discovery rate of <0.05, *p*-value < 0.005, and |log2FC| > 1. All unigenes were subjected to an NCBI search (GSE 130209). GO (Gene Ontology) (http://geneontology.org, accessed on 23 July 2020) and KEGG (Kyoto Encyclopedia of Genes and Genomes annotations) (http://www.kegg.jp/kegg, accessed on 10 August 2020) [23] enrichment searches were conducted using the BLASTX algorithm. These significantly enriched functional clusters were determined by a corrected *p*-value of < 0.05. The figures showing significant enrichment of GO and KEGG classifications were constructed using the ggplot2 package in the R package-Ballgown [24].

### 2.3. Small RNA Sequencing, miRNA Identification, and Functional Prediction

Small RNA sequencing libraries of 300 ng/μL were established using TruSeq^TM^ Small RNA Sample Prep Kits (Illumina, San Diego, CA, USA). The constructed library was sequenced using the Illumina Hiseq 2000/2500. The raw reads were analyzed by ACGT101-miR (LC Sciences, Houston, TX, USA) as follows: 3′-joints and garbage sequences were removed, and sequences with a base length of 18–25 nt were retained. The remaining sequences were compared to mRNA (without miRNA), RFam, and Repbase databases to filter other RNAs. Next, effective data were identified by comparison with precursor genomes to identify miRNAs. Finally, differential miRNA analysis was performed, and differential miRNA target gene prediction analysis was conducted. The differentially-expressed miRNA (DEMs) between the two groups were assessed by the *p*-value (*p* < 0.1, *p* < 0.05, *p* < 0.01). The predicted target genes of the differential miRNAs were then annotated within the GO and KEGG databases.

### 2.4. Degradome Sequencing and Target Identification

Equal parts of the six samples of leaves, fruits, and phloem tissue RNAs were mixed, respectively (final concentration: 200 ng/μL) and sent to Hangzhou LC-bio -Co., Ltd. (Hangzhou, China) for cDNA library construction and Illumina Hiseq2000/2500 sequencing. Target gene prediction was performed using the CleaveLand Version 3.0 program, and Oligo map short reading frame calibrator to detect mRNAs that matched the sequences of the degradation group [25,26]. Then, the degradome reads were mapped to the transcriptome data. Target gene prediction was performed using the Cleave-Land program, and Oligo map short reading frame calibrator to find mRNAs that matched the sequences of the degradation group [27]. 

The targets were categorized as 0, 1, 2, 3, and 4, as in a previous study, based on the following criteria [28]. Category 0 refers to when there was more than one raw read at a position, which indicates that abundance at the position is equal to the maximum on the transcript. Category 1 refers to when there is more than one maximum on the transcript. Category 2 refers to when there is more than one raw read at a position, which indicates that abundance at the position is less than the maximum but higher than the median for the transcript. Category 3 refers to when there is more than one raw read at a position, which indicates that abundance at the position is equal to or less than the median for the transcript. Category 4 indicates that there is only one raw read at the position. The potential miRNA targets were built by psRNATarget, and we predicted and analyzed the results of the degradation group sequencing and created a t-plot of the degraded group. GO and KEGG enrichments were used to obtain the potential function and classification of targets.

### 2.5. Quantitative Real-Time RT-PCR (RT-qPCR) Validation

To examine the sequencing results and reveal the differential expression of genes in different tissues, we selected 11 mRNAs each from leaves, fruits, and phloem and 10 miRNAs from mixed samples of the two groups for RT-qPCR analysis. The RNA extraction and quality detection methods were the same as described above. Reverse transcription and RT-qPCR for mRNAs were conducted using the EasyScript One-Step gDNA Removal and cDNA Synthesis SuperMix kit (and TransStart Top Green qPCR SuperMix kits from Transgene Biotech Co., Ltd., Beijing, China). The primers were designed using Primer3 web version 4.1.0 (http://primer3.ut.ee/ accessed on 10 August 2020). EF1α was selected as an internal reference gene [29]. The miRNA reverse transcription, and RT-qPCR were conducted using a miRNA cDNA Synthesis Kit, with Poly(A) Polymerase Tailing and BrightGreen miRNA qPCR MasterMix-No Dye (Applied Biological Materials, Inc., Vancouver, BC, Canada). The specific miRNA forward primers were designed according to the sequence of the respective miRNAs, and the reverse primer used was Universal 3′ miRNA Reverse Primer (Applied Biological Materials Inc., Vancouver, BC, Canada). We used 5.8S as the internal reference gene for miRNA [30]. The gene names, sequences, and primers used for RT-qPCR are listed in Table S1. The RT-qPCR reactions were performed in 96-well clear Multiplate^TM^ PCR Plates (Bio-Rad, Hercules, CA, USA) in a Bio-Red CFX96 machine. Three repetitions were conducted for each RT-qPCR reaction. The experimental results were analyzed using the 2^−△△CT^ method [31]. qPCR was performed on leaves, berries, and phloem RNA of Vv and Vs, respectively, and the results were generally consistent with the sequencing results.

### 2.6. Metabolomic Analysis

First, five samples of ripe fruit (without seeds) were respectively placed in 1.5 mL cryogenic vials and thawed in a liquid nitrogen box before extraction. Then, every 100 mg of each fruit sample was weighed and ground in liquid nitrogen. Next, samples were mixed and brought up to 120 mL in 50% methanol and incubated at 25 °C for 10 min. Subsequently, the extraction mixture was then stored overnight at −20 °C to allow proteins to precipitate. After centrifugation at 4000× *g* for 20 min, the supernatants were transferred into new 96-well plates. The samples were stored at −80 °C before LC-MS analysis. All samples were processed by the LC-MS system following manufacturer recommendations, and the loading quantity of each sample was 10 mL. The samples were scanned with negative and positive mass spectrometry. To evaluate the stability of the LC-MS during the entire acquisition, a quality control (QC) sample (pool of all samples) was acquired after every 10 samples. The acquired MS data pretreatments, including peak picking, peak grouping, retention time correction, second peak grouping, and annotation of isotopes and adducts, were performed using the XCMS software(online). The LC−MS raw data files were converted into mzXML format and then processed by the XCMS, CAMERA, and metaX toolbox using R software. Each ion was identified by combining retention times (RT) and *m*/*z* data. The intensity of each peak was recorded, and the three-dimensional matrix containing arbitrarily assigned peak indices (retention time-*m*/*z* pairs), sample names (observations), and ion intensity information (variables) was generated. To screen for differential metabolites, univariate analysis of variance multiple (fold-change) and *t*-tests were used to obtain a q-value by BH correction, combined with the multivariate statistical analysis of the VIP value of PLS-DA. Different ions simultaneously satisfied the following criteria: ratio > 2 or ratio < 1/2; q-value < 0.05; VIP > 1. The online KEGG database was used to annotate the metabolites by matching the exact molecular mass data (*m*/*z*) of samples with those from the database. Wilcoxon tests were conducted to detect differences in metabolite concentrations among the three groups. The *p*-value was adjusted for multiple tests using a false discovery rate procedure. The variable important for the projection (VIP) value was calculated. A VIP cut-off value of 1.0 was used to select important features.

## 3. Results

### 3.1. Phenotype Analysis of Vitis vinifera/Schisandra chinensis Hybrid

The 20 vegetative hybrids of *Vitis vinifera*/*Schisandra chinensis*(VS) were grown normally for 25 years (Figure 1A). The leaves of Vs hybrids above the graft junction were significantly different from those of self-rooted *V. vinifera* ‘Hongruibao’ (Figure 1B,C): the leaf apex of the hybrids was more obtuse, and the abaxial side was covered with shorter and whiter hairs (Figure 1B,C), while below the graft union, the Vs hybrids produced five dehiscent leaves, and the veins were radial rather than reticulate with highly-visible veins (Figure 1B,C). The most notable characteristic of Vs hybrids was on the abaxial side of the leaves above the graft union, which were white (Figure 1C, top left), while the leaves of Vv plants and Vs hybrids below the graft union were dark green (Figure 1C).

The internode of self-rooted *V. vinifera* ‘Hongruibao’ was the longest (Figure 1D) at 14.7 cm and had a high trichome density. Meanwhile, the internode of Vs hybrids above the graft union was of medium length at 7.4 and displayed a smooth surface (Figure 1E). and Vs hybrid internodes below the graft union were the shortest at approximately 5.3 cm (Figure 1F), all of which were significantly different (Figure 1M). Interestingly, the internode length of vegetative hybrids was intermediate between rootstocks and scions.

The fruits of self-rooted *V. vinifera* ‘Hongruibao’ were oval and a lighter green color (Figure 1G), while the fruits of Vs hybrids were round and more purple or red than those of *V. vinifera* ‘Hongruibao’ (Figure 1H) with a sourer taste. Both types of fruits were covered with thick wax, but Vs hybrid cuticles appeared thicker than the self-rooted Vv. The difference in terms of the length (30.07 ± 1.14 mm) and weight (10.46 ± 1.15 g) of mature fruits of Vv plants differed significantly (*p* ≤ 0.01) from those of Vs hybrids (23.06 ± 1.21 mm and 6.86 ± 0.82 g, respectively), but there were no significant differences in the widths of the fruits (Figure 1N).

The graft unions were swollen (Figure 1I), and the anatomical structure indicated the formation of numerous bridges of the vascular bundle (Figure 1J), but those of the self-rooted *V. vinifera* ‘Hongruibao’ were not obvious (Figure 1K). At the 200 μm scale, the numerous vascular bundle bridges from hybrids Vs were more extensive than in self-rooted Vv (Figure 1I–K). In total, the area above and below the graft union was similar, indicating that the rootstock and the scions were concordant and compatible.

We reproduced the Vs hybrids using twig cuttings above the graft junction in a garden in June 2018 and replicated the traits of the seedlings, including leaf type, color, and hairs on the reverse side of leaves. The radial veins were stable in the adult tree (Figure 1L), which indicates stable inheritance. However, the rate of survival in these Vs hybrids was 15–20%, which was much lower than that of *V. vinifera* ‘Hongruibao’ (80–85%), suggesting there are some barriers in grafting these hybrids.

### 3.2. Transcriptome Sequencing and Functional Annotation of DEGs

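RNA of leaves, phloem and whole ripe berries was pooled from each of 3 Vv plants, which are self-rooted *V. vinifera*, and 3 Vs hybrids, which are *V. vinifera* scions on *S. chinensis* rootstocks 25 years after grafting. The replicates are separate plants, and each pool gave 1 RNA-seq library, so a difference cannot be assigned to an organ. By the paper's Table 1, the Vv libraries held 138096216 raw reads and the Vs libraries 153048950, of which 103135533 and 100706990 were mapped. The authors mapped the reads with HISAT to the *V. vinifera* genome, whose build is not given in the sources used here, and estimated FPKM with StringTie. The deposited table lists 25819 genes, of which 23802 carry a *V. vinifera* locus tag or a gene symbol. Between 21471 and 22154 genes were above 0 FPKM in each library. Summed over all genes, FPKM was 461260, 459498 and 439752 in the Vv libraries and 582510, 562587 and 520529 in the Vs libraries. The 10 genes of highest FPKM held 20.3 to 24.5% of this sum in the Vv libraries and 34.1 to 47.3% in the Vs libraries. Small-subunit rRNA took on average 3.37% of the sum in Vv plants and 7.45% in Vs hybrids, and the metallothionein gene *MT3* took 2.22% and 5.26%. Across genes, the correlation of log2(FPKM + 1) between pairs of libraries ranged from 0.671 to 0.889, and genes are not independent replicates. The first principal component held 39.4% of the variance and placed all 3 Vv libraries on one side of 0 and all 3 Vs libraries on the other. The 15447 genes with a mean of at least 1 FPKM over the 6 libraries were tested with limma on log2(FPKM + 1).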

Since there were many morphological differences between heterografted Vs and self-grafted Vv grapes, we hypothesized that heterografting may result in significant changes in genetic information and performed transcriptome sequencing on tissues from the scions of Vv and Vs. A total of 43.68 GB of sequencing data contained 291,145,166 raw reads. Clean data were obtained by filtering unqualified sequences using Cutadapt [32], after which 288,679,444 reads remained. Hisat [22] was used for the reference genome comparison of clean data and produced 30,609 genes from 131,224,950 unique mapped reads. The summary of the Illumina Hiseq4000 transcriptome sequencing of the two groups is shown in Table 1. The screening criteria for DEGs were |log2FC| > 1 and *p* < 0.005. There were 222 DEGs; the up– and down–regulated DEGs are shown in Table S2. 

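*RALFL22* (MSTRG.15393), of the RALF family of secreted signaling peptides, was listed at 0 FPKM in the 3 Vv libraries and at 50.9, 60.5 and 60.1 in the 3 Vs libraries (adjusted p = 0.000314 from limma). *ATHSFA2* (MSTRG.14022), a heat stress transcription factor, rose from 1.86 ± 1.04 FPKM (SD, n = 3) in Vv plants to 46.3 ± 5.92 (SD, n = 3) in Vs hybrids, a log2 fold change of 4.12 (SE 0.33, adjusted p = 0.00931). *PIN1AT* (MSTRG.14879), a peptidyl-prolyl isomerase, fell from 119 ± 18.9 to 2.25 ± 0.643 FPKM, a log2 fold change of -5.21 (SE 0.24, adjusted p = 0.000949). A class IV chitinase locus, MSTRG.16268, fell from 1373.5 ± 572 to 0.378 ± 0.213 FPKM, a log2 fold change of -9.87 (SE 0.39, adjusted p = 0.000484). *CYP707A4* (MSTRG.13365), which breaks down abscisic acid, was at 5.00 ± 1.07 FPKM in Vv plants and 20.3 ± 1.91 in Vs hybrids, with an adjusted p of 0.0343. The germin-like gene *GLP3* (MSTRG.2017) was at 41.8, 15.5 and 31.7 FPKM in the Vv libraries and listed at 0 in the Vs libraries (adjusted p = 0.00713), and the zinc finger gene *VOZ1* (MSTRG.1355) fell from 24.2 ± 3.97 to 7.15 ± 0.745 (adjusted p = 0.0393). A plasma membrane electron carrier, MSTRG.2398, was at 0.0381 ± 0.0332 FPKM in Vv plants and 66.9 ± 39.1 in Vs hybrids (adjusted p = 0.00991), and a vacuolar water channel, MSTRG.19662, at 101 ± 61.7 and 0.590 ± 0.401 (adjusted p = 0.00691). In all, 68 genes passed an adjusted p under 0.05, 34 higher and 34 lower in Vs hybrids, and in all 68 the groups did not overlap. By matched values 43 of these genes are in the paper's Table S2, and by gene ID 5. Which gene a set of values belongs to therefore depends on the deposited pairing with gene IDs, here and for all genes named below. Over all tested genes the groups did not overlap in 4907, or 31.8%, where chance gives 10% for a single gene. The share was counted on unscaled FPKM and genes vary together, so its excess is no measure of how many genes changed. At an unadjusted p under 0.005 and a log2 fold change beyond 1, 422 genes were counted, 124 higher and 298 lower, but 225 higher and 138 lower after median-ratio scaling and 206 and 161 after quantile normalization. Without Vs replicate 3 these were 181 higher and 165 lower, without Vv replicate 2 120 and 164, without Vs replicate 1 163 and 210, and without Vs replicate 2 105 and 167. The median log2 fold change of the tested genes was -0.25, against 0.00 after median-ratio scaling and -0.07 after quantile normalization, where 41 genes were higher and 17 lower, and 35 higher and 17 lower, at the adjusted threshold. The number past the adjusted threshold was 41 without Vv replicate 1, 19 without Vv replicate 2, 43 without Vv replicate 3, 73 without Vs replicate 1 (57 higher and 16 lower), 20 without Vs replicate 2 and 63 without Vs replicate 3 (44 higher and 19 lower). *RALFL22*, *PIN1AT*, MSTRG.16268 and MSTRG.19662 passed whichever 1 library was left out, and *CYP707A4* and *VOZ1* in none of these 6 fits (0.0622 to 0.178). *ATHSFA2* did not pass without Vv replicate 2 (0.0524) or Vs replicate 2 (0.0600), *GLP3* without Vs replicate 2 (0.0600), and MSTRG.2398 without Vv replicate 1 (0.0577), 2 (0.0882) or 3 (0.0573) or Vs replicate 2 (0.0771).

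**Figure D1:**
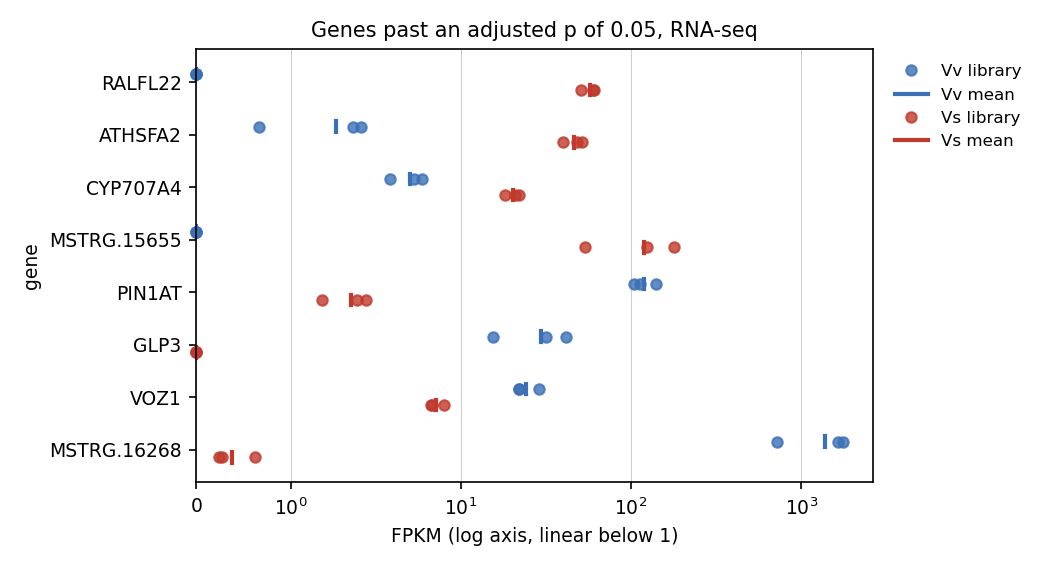
FPKM of 8 genes on an axis that is logarithmic above 1 and linear below, in 3 Vv and 3 Vs libraries, with points for libraries and bars for means. *RALFL22* and *ATHSFA2* are at 57.2 and 46.3 on average in Vs hybrids, and *PIN1AT* is at 119 in Vv plants.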

The GO annotation grouping was arranged from high to low according to the number of annotated target genes and is presented in Table S2. The five most abundant transcripts involved with biological processes were associated with oxidation-reduction, metabolic processes, protein phosphorylation, regulation of transcription, and transport. 

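The serine/threonine protein kinase gene MSTRG.15655 was listed at 0 FPKM in the Vv libraries and at 53.4, 180.0 and 124 in the Vs libraries (adjusted p = 0.00449 from limma). It was the 1 changed gene among 605 tested genes of protein phosphorylation, also when adjusted over the list alone, and it passed whichever 1 library was left out. Of these 605 genes, 192 had a log2 fold change above 0 and 413 below 0, with a median of -0.26, close to that of all tested genes (309 were below 0 after median-ratio scaling). A second kinase, MSTRG.9097, was at 11.4 ± 2.94 FPKM (SD, n = 3) in Vv plants and 3.36 ± 0.327 (SD, n = 3) in Vs hybrids, a log2 fold change of -1.49 (adjusted p = 0.0748). Taken as a whole, the protein phosphorylation genes had an adjusted p of 0.326 by fry, which tests whether a list moves one way on balance. Both kinases are named by the deposited pairing of values with gene IDs, which Table S2 does not share.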

Among the 15 cellar components, the three most highly-represented were the membrane, integral components of the membrane, and the nucleus. Of the 10 molecular function categories, the two most significant categories were ATP binding and oxidoreductase activity.

To better understand the biological roles of these genes, we submitted them for KEGG annotation (Table S2). KEGG enrichment analysis showed that the degradome-enriched pathways were mainly associated with carbon metabolism, ribosomes, biosynthesis of amino acids, protein processing in the endoplasmic reticulum, glyoxylate and dicarboxylate metabolism, photosynthesis, and glycolysis and gluconeogenesis.

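Small heat shock proteins, which keep unfolded proteins from clumping, were among the changed genes of protein processing in the endoplasmic reticulum. Names of genes here follow the deposited pairing of values with gene IDs, which Table S2 does not share. MSTRG.7878 rose from 9.89 ± 2.24 FPKM (SD, n = 3) in Vv plants to 192 ± 67.4 (SD, n = 3) in Vs hybrids, a log2 fold change of 4.12 (adjusted p = 0.00718), and MSTRG.4406 from 4.63 ± 0.775 to 69.3 ± 16.5, a log2 fold change of 3.62 (adjusted p = 0.00572). Neither passed without Vv replicate 2 (0.0534 and 0.0524). MSTRG.12189, at 0.578 ± 1.00 and 34.3 ± 4.39 FPKM (adjusted p = 0.0140), passed, of the fits without 1 library, only in that without Vv replicate 3 (0.00401, otherwise up to 0.0959). Of the 149 tested genes of this pathway, 6 were higher and 0 lower (11 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of -0.31 and a mean of 0.14. In carbon metabolism, an isocitrate dehydrogenase gene, MSTRG.14574, was at 135 ± 27.4 FPKM in Vv plants and 50.4 ± 7.63 in Vs hybrids (log2 fold change -1.39, adjusted p = 0.1045), and 63 of 192 genes were above 0 and 129 below. Glycolysis and gluconeogenesis had a median of -0.68 (-0.36 without Vs replicate 1), with 70 of 94 genes below 0. *ACS* of this pathway, an acetyl-CoA synthetase, was at 60.5 ± 2.55 FPKM in Vv plants and 28.8 ± 6.60 in Vs hybrids (adjusted p = 0.141). In biosynthesis of amino acids, an arogenate dehydratase gene, MSTRG.3226, was at 5.98 ± 0.869 and 1.62 ± 0.124 FPKM (log2 fold change -1.41, adjusted p = 0.0602), and 127 of 170 genes were below 0. For glyoxylate and dicarboxylate metabolism, *EMB1276*, an acetyl-CoA acetyltransferase, was at 212.99 ± 43.5 and 71.1 ± 21.6 FPKM (adjusted p = 0.129), with 26 of 56 genes above 0. Of 201 ribosome genes, 161 were below 0 and 1 passed, MSTRG.22964, listed at 0 in Vv plants and at 6.82 ± 0.796 FPKM in Vs hybrids (adjusted p = 0.00691, and 0.0621 without Vs replicate 2). The paper's Table S2 has these values under MSTRG.10162, so that the changed gene may not be a ribosome gene. Of 43 proteasome genes 43 were below 0, with a median of -0.65 and 22 lower when adjusted over the list alone. After median-ratio scaling, which moves the median of all tested genes from -0.25 to 0.00, 107 of the carbon metabolism genes, 63 of glycolysis, 96 of amino acids, 120 of the ribosome and 40 of the proteasome were below 0. As whole lists, 51 were tested with fry, of which 13 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, and the lowest adjusted value, 0.0813, was shared by the proteasome, wax and cutin, and circadian clock genes. Without Vs replicate 1, the proteasome, wax and cutin, purine, glycolysis, and cysteine and methionine lists passed at 0.0421. Against other genes, camera with a preset correlation called 7 lists, the proteasome at an adjusted p of 3.44e-08, and 0 with an estimated correlation, where the proteasome had p = 0.127. In either direction, fry's mixed test called 35 lists.

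**Figure D2:**
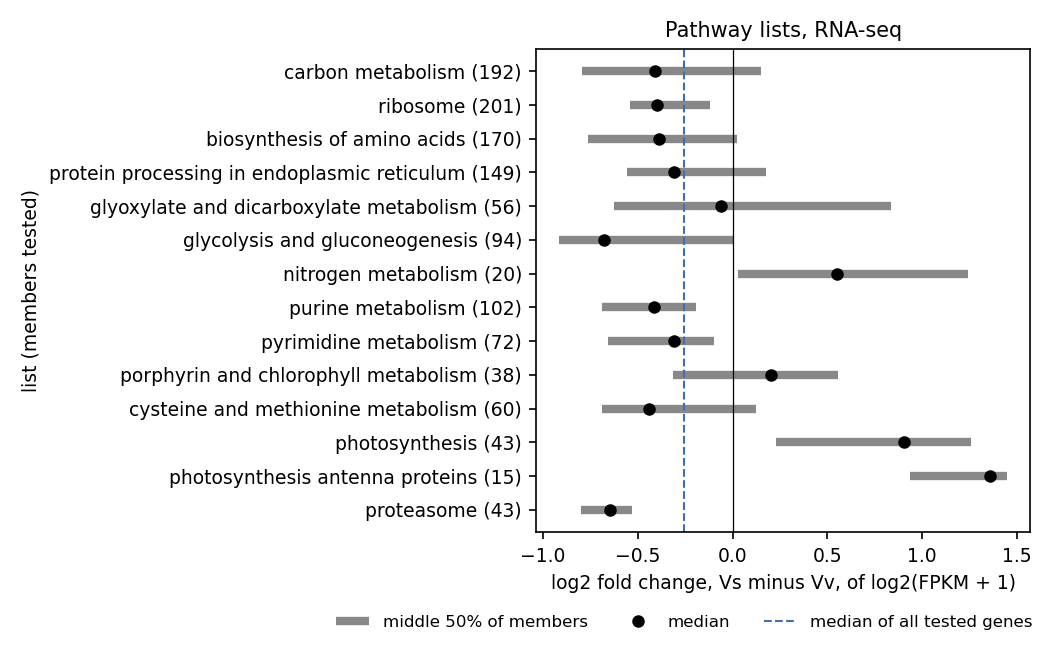
Median log2 fold change of Vs over Vv for 14 lists of genes, with the dot for the median, the bar for the middle 50% of genes, and a dashed line for the median of all tested genes. The proteasome and glycolysis lists have medians of -0.65 and -0.68, and photosynthesis of 0.90.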

We collected leaves, fruits, and phloem of the scions for RT-qPCR experiments to verify the sequencing results. 

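GPRI1 (MSTRG.3114), a transcription factor of chloroplast development, was at 8.20 ± 5.71 FPKM (SD, n = 3) in Vv plants and 21.3 ± 6.64 (SD, n = 3) in Vs hybrids, a log2 fold change of 1.52 (SE 0.63, adjusted p = 0.239 from limma), and of 0.81 without Vv replicate 3. MSTRG.10363, a naringenin 3-dioxygenase of flavonoid synthesis, was at 52.7 ± 12.0 and 21.0 ± 3.22 FPKM, a log2 fold change of -1.27 (SE 0.25, adjusted p = 0.113). The oxidoreductase gene MSTRG.11316 was at 15.3 ± 4.49 and 4.08 ± 0.715 FPKM, a log2 fold change of -1.65 (SE 0.26, adjusted p = 0.0827). The drug antiporter gene MSTRG.2857 had a log2 fold change of 0.53 (adjusted p = 0.484), the glycosyltransferase locus MSTRG.7374 of 0.93 (0.453), or 0.064 and 0.12 without Vv replicate 3 and 0.82 and 1.52 without Vv replicate 1, MSTRG.10714 of -0.93 (0.170), *ATRMA3* (MSTRG.11379) of -0.72 (0.252) and the alcohol dehydrogenase gene MSTRG.10442 of -0.23 (0.792), which was 0.29 without Vv replicate 3. In *GPRI1*, MSTRG.10363, MSTRG.11316, MSTRG.10714 and *ATRMA3* the Vv and Vs libraries did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The directions rest on the pairing of values with gene IDs in the deposited table, which Table S2 does not share. In Table S2, MSTRG.11316, MSTRG.10714, *ATRMA3* and MSTRG.10442 are higher in Vs hybrids, against the direction here, while *GPRI1* and MSTRG.2857 are higher in both. Of 8 genes with 1 sign in every tissue of the paper's RT-qPCR, 8 had the sign of Table S2 and 5 that of the deposited values.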

The RT-qPCR results were consistent with our sequencing results. While some genes were up-regulated or down-regulated in all three parts, some genes were up-regulated or down-regulated in only one or two organs (Figure 2A).

### 3.3. Small RNA-Seq and Identification of miRNAs

Many genes are regulated by miRNAs, so we conducted miRNA sequencing to search for miRNAs that might play key functions in heterologous grafting. 

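Small RNA libraries came from the same kind of pools, with RNA of leaves, phloem and berries of 3 Vv plants and 3 Vs hybrids. The authors mapped reads of 18 to 25 nt to the precursors of miRBase 21.0 and to the genome, and shared the reads of a sequence between the precursor loci it maps to, so that the deposited values are estimated counts. The libraries held 1633754, 1738250 and 1376352 reads on listed miRNAs in Vv plants and 1196148, 1027862 and 1322775 in Vs hybrids. The 10 most abundant miRNAs took 78.8 to 84.4% of these reads, which leaves few reads for most of the others. The table has 1178 entries under 1069 names and 1030 sequences, and entries with the same counts in all 6 libraries were used once, which left 1024. Enough counts for a test were found in 332 miRNAs, 244 known and 88 new, with edgeR, and levels are given as CPM, the counts scaled by TMM to a common library size. A new miRNA is named PC- and was predicted by the authors from a hairpin in the genome.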

The small RNA library was assembled from mixed miRNA pools following the same procedures used for transcriptome sequencing. Identification of *V. vinifera* miRNAs and their targets was performed using high-throughput sequencing and degradome analysis using previously reported methods 9 [33,34,35,36] and then compared to the Pfam database [37]. The length distribution of unique sRNAs (small RNAs) is summarized in Figure 3, and most sRNAs are 24 nt in length.

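Among the listed miRNAs, which are the part of the small RNAs that the authors matched to a precursor or a hairpin, 523 of 1024 were 24 nt long, 265 were 21 nt and 89 were 22 nt. By reads summed over the 6 libraries, those of 22 nt held 66.6%, those of 21 nt 29.7% and those of 24 nt 1.26%.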

The unique sequences mapped to species-specific mature miRNAs in hairpin arms were identified as known miRNAs. The unique sequences mapping to the other arm of known precursor hairpins opposite to the annotated arm were considered to be novel 5p- or 3p-derived miRNA candidates. The remaining sequences were mapped to other selected species precursors (with the exclusion of specific species) in miRBase 21.0 using a BLAST search. The mapped pre-miRNAs were further BLASTed against specific genomes to determine their genomic locations. The sequences were mapped to known miRNAs. Unmapped sequences were BLASTed against the specific genomes, and RNAs containing hairpin structures were predicted from the flanking 120 nt sequences using RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi, accessed on 26 August 2020). Those that met the criteria in secondary structure predictions were considered to be potentially novel miRNA candidates. In total, 1195 miRNAs were found in the RNA library and categorized into six groups based on their degree of matching in miRbase. 

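The known miRNAs of *V. vinifera* whose precursors map to the genome, Group 1a, had 346 entries in the deposited table and held 68.0% of all miRNA reads. The hairpins predicted from the genome alone, Group 4, had 631 entries and 0.683% of the reads. MiRNAs known from other species whose precursors map to the genome, Group 2a, had 126 entries and 29.5% of the reads. Group 3 had 51 entries, Group 2b 16 and Group 1b 8, with 0.408%, 0.275% and 1.11% of the reads.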

Group 1a (reads mapped to miRNAs/pre-miRNAs of *V. vinifera* in miRbase, and the pre-miRNAs were further mapped to the genome and EST) and Group 4 (reads that were not mapped to pre-miRNAs of selected species in miRbase but were mapped to the genome and extended genome sequences from the genome that were predicted to form hairpins) displayed the highest redundancy. 

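The grapevine miRNA vvi-miR3627-5p fell from 80.8 ± 9.49 CPM (SD, n = 3) in Vv plants to 5.55 ± 3.45 (SD, n = 3) in Vs hybrids, a log2 fold change of -3.86 (SE 0.65, adjusted p = 0.00934 from edgeR). It did not pass without Vs replicate 2 (0.0725) or Vs replicate 3 (0.0605). The phosphate-related stu-miR827-5p_2ss8AC19TG was at 106 ± 18.8 and 51.3 ± 13.3 CPM, a log2 fold change of -1.04 (adjusted p = 0.193). vvi-miR394a_R-2 was at 421 ± 65.8 and 191 ± 85.3 CPM (log2 fold change -1.14, adjusted p = 0.169), and vvi-miR2950-5p at 1049 ± 216 and 616 ± 165.95 (log2 fold change -0.77, adjusted p = 0.253). vvi-miR403a, which targets an ARGONAUTE gene, was at 987 ± 214 and 1575 ± 190.4 CPM, a log2 fold change of 0.67 (adjusted p = 0.286). PC-5p-284876_17, with counts of 11, 17 and 5 in the Vv libraries and 0 in the Vs libraries, is at least 8.06-fold lower in Vs hybrids and had too few counts for the test. This bound rests on a floor of 3 counts over the 3 libraries of a group and covers counting error only.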

RT-qPCR was used to verify the sequencing results, and the expression trend of most miRNAs was consistent with the sequencing results (Figure 2B).

### 3.4. Differential Expression Analysis and Function Annotation of miRNAs

To identify the effects of miRNAs in vegetative hybrids, the differential expression of miRNAs in six libraries of two groups was compared using the read counts generated from the high-throughput sequencing data (Table S3). 

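At an unadjusted p of 0.05 or less from edgeR, 85 of 332 tested miRNAs differed between Vv plants and Vs hybrids, 57 of them known and 28 new. The new miRNA PC-5p-4922_793 rose from 47.4 ± 19.8 CPM (SD, n = 3) to 203 ± 62.8 (SD, n = 3), a log2 fold change of 2.10 (adjusted p = 0.0470), and PC-3p-76913_74 from 2.39 ± 1.57 to 14.3 ± 3.34, a log2 fold change of 2.56 (adjusted p = 0.0289). Of the fits without 1 library, both passed only in that without Vv replicate 3 (0.0470 and 0.0238, otherwise up to 0.155 and 0.0985). PC-3p-1513_2080 was at 223 ± 52.4 CPM in Vv plants and at 0 counts in the Vs libraries, at least 262-fold lower (adjusted p = 0.00185), and it passed whichever 1 library was left out. PC-5p-39943_146 had counts of 50, 65 and 24 in the Vv libraries and 0, 1 and 0 in the Vs libraries (adjusted p = 0.00934, and 0.0605 without Vs replicate 3), and its sequence lies at an edit distance of 3 from the reverse complement of PC-3p-1513_2080, or of 2 when bases that overhang at the ends are not counted.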

In total, 79 miRNAs (*p* ≤ 0.05) containing 27 known miRNAs and 52 new miRNAs showed differential expression patterns. Among these, 43 miRNAs were up-regulated in Vs hybrids as compared to Vv plants. Furthermore, there were 42 DEMs, including 22 up-regulated and 20 down-regulated miRNAs. 

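Of the miR169 family, which targets NF-YA transcription factors, vvi-MIR169v-p3 rose from 2.33 ± 0.786 CPM (SD, n = 3) in Vv plants to 64.4 ± 63.5 (SD, n = 3) in Vs hybrids, a log2 fold change of 4.74 (SE 0.99, adjusted p = 0.0289 from edgeR). vvi-miR169v, from the other arm of the same precursor, rose from 10.8 ± 7.66 to 137 ± 109 CPM, a log2 fold change of 3.64 (SE 0.86, adjusted p = 0.0470). The copper-responsive aly-miR408-3p_L-1R+4 rose from 5.07 ± 0.543 to 20.0 ± 5.87 CPM, a log2 fold change of 1.97 (SE 0.46, adjusted p = 0.0419). vvi-miR164a, which targets NAC transcription factors, fell from 4949 ± 674 to 1313 ± 139.9 CPM, a log2 fold change of -1.91 (SE 0.36, adjusted p = 0.0203), and vvi-miR390, which starts the tasiRNAs that act on auxin response factors, from 998 ± 348 to 259.8 ± 48.5 (log2 fold change -1.94, adjusted p = 0.0334). ptc-miR403a_L+1 fell from 197 ± 99.3 to 10.2 ± 6.25 CPM (log2 fold change -4.26, adjusted p = 0.00934) and vvi-MIR319b-p5 from 41.1 ± 40.1 to 2.70 ± 2.44 (log2 fold change -3.85, adjusted p = 0.0470). The sequence of ptc-miR403a_L+1 is that of vvi-miR403a with an extra first base. The more abundant vvi-miR403a, at 987 and 1575 CPM, had a log2 fold change of 0.67 (adjusted p = 0.286). In all, 19 miRNAs passed an adjusted p under 0.05, 6 higher and 13 lower in Vs hybrids, and at the unadjusted threshold 42 were higher and 43 lower. The number past the adjusted threshold was 12 without Vv replicate 2, 3 without Vs replicate 2 and 2 without Vs replicate 3. vvi-miR169v and aly-miR408-3p_L-1R+4 passed in none of the 6 fits without 1 library, at adjusted p of 0.0612 to 0.0912 and 0.0654 to 0.141. vvi-MIR169v-p3 did not pass without Vv replicate 1 (0.0612), 2 (0.0649) or 3 (0.0778) or Vs replicate 2 (0.0802), and ptc-miR403a_L+1 without Vs replicate 2 (0.0797) or 3 (0.0615). Without 1 library, vvi-miR164a passed only when it was Vv replicate 3 (0.0176, otherwise up to 0.0823), vvi-miR390 only when it was Vv replicate 2 (0.0476, otherwise up to 0.131), and vvi-MIR319b-p5 only when it was Vv replicate 1 or 3 (from 0.0456, otherwise up to 0.167).

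**Figure D3:**
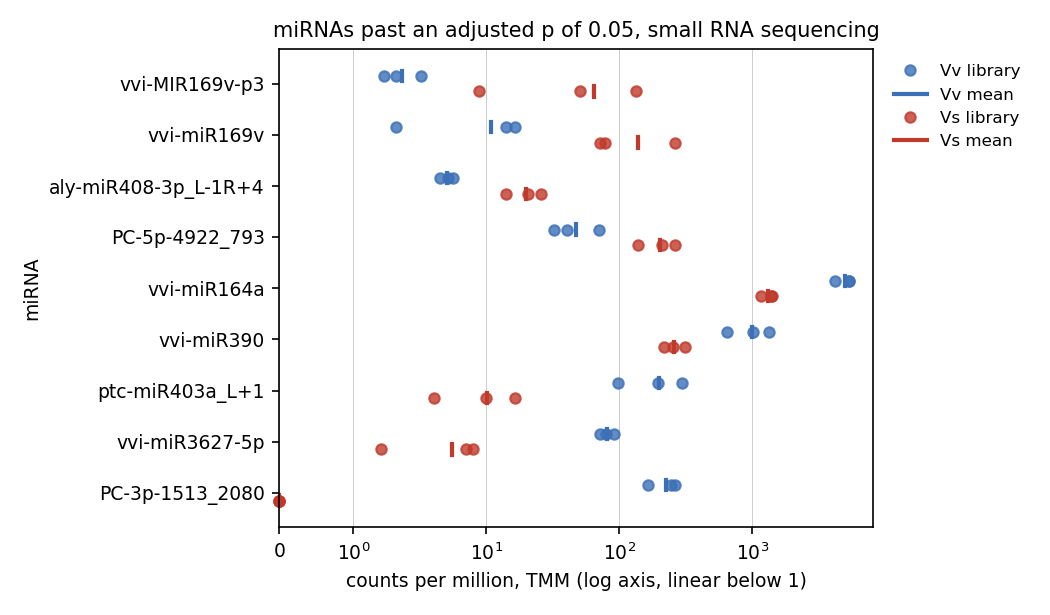
CPM of 9 miRNAs in 3 Vv and 3 Vs libraries, with points for libraries and bars for means. vvi-miR164a is at 4949 on average in Vv plants and 1313 in Vs hybrids, and PC-3p-1513_2080 is at 223 and 0.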

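vvi-miR535a, of a family related to miR156, was at 5535 ± 2800 CPM (SD, n = 3) in Vv plants and 1985 ± 487 (SD, n = 3) in Vs hybrids, a log2 fold change of -1.48 (adjusted p = 0.0955 from edgeR), and of -0.92 without Vv replicate 2. vvi-MIR535c-p3 was at 132 ± 27.9 and 42.3 ± 11.5 CPM, a log2 fold change of -1.64 (adjusted p = 0.0843). Among the 235 miRNAs with at least 10 counts in every library, 51 had an unadjusted p of 0.05 or less, 24 higher and 27 lower in Vs hybrids. In that group of miRNAs 0 passed an adjusted p under 0.05 with edgeR, where the lowest was 0.103. It holds 3 of the 19 changed miRNAs, since the filter removes those with few counts in 1 group. DESeq2, run on all 332 tested miRNAs, called 45.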

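vvi-miR408_L-1R+1 was at 982 ± 900 CPM (SD, n = 3) in Vv plants and 4353 ± 3547 (SD, n = 3) in Vs hybrids, a log2 fold change of 2.15 (adjusted p = 0.149 from edgeR), and vvi-miR398b at 113 ± 88.2 and 591.7 ± 675, a log2 fold change of 2.39. Without Vs replicate 3 these were 1.17 and 0.77. Both belong to the miRNAs that respond to copper, of which 11 of 12 tested were above 0 and 1 passed (median log2 fold change 1.65, or 0.66 without Vs replicate 3, adjusted p of the group 0.350 by fry). Up to an unadjusted p of 0.1, 122 of the tested miRNAs were counted, 61 higher and 61 lower in Vs hybrids.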

When the screening condition was relaxed to *p* ≤ 0.1, there were 83 up-regulated miRNAs and 76 down-regulated miRNAs. All detected miRNAs belonged to 46 gene families. 

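The miRNAs related to auxin had 7 of 27 tested members above 0 and 20 below, 2 of them lower at an adjusted p under 0.05, with a median log2 fold change of -0.72 (adjusted p of the group 0.146 by fry). In the miR535 family 1 of 6 tested members was above 0 and 5 below, with a median of -1.50 (-0.90 without Vv replicate 2) and 4 lower when adjusted over the list alone. Of the 27 tested members of the miR169 family, 15 were above 0 and 12 below. Over 49 families with at least 2 tested members, 185 of 239 members lay on the side of most of their family, and in 26 families all tested members lay on one side of 0. When the fold changes were shuffled 10000 times among these members, a median of 13 families lay on one side (permutation p = 0.0001, the smallest that this number of shuffles gives). The shuffling treats members as independent, but members of a family can share reads and vary together between libraries. This p-value is therefore about likeness within families and does not test a difference between Vv plants and Vs hybrids. The families in the table number 66, of which 53 have a tested member.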

Most miRNAs of the same gene family exhibited the same expression pattern. For example, the six miRNAs in the *miR162* family (*ptc-MIR162b-p5*, *vvi-MIR162-p5*, *vvi-miR162*, *tcc-miR162_R+1*, *hpe-miR162a_R+2*, and *stu-miR162a-5p_R+3_1ss4GT*) were down-regulated in Vs hybrids compared to Vv plants, and the five members in the *miR530* family (*ptc-MIR530a-p3_2ss12CA21GA*, *tcc-miR530b_L+2R-1_1*, *tcc-miR530b_R+1_1ss9CT*, *tcc-miR530b_L+2R-1_2*, and *stu-MIR530-p5*) were up-regulated in Vs hybrids compared to Vv plants. 

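vvi-MIR162-p5, from the family that targets *DICER-LIKE 1*, was at 327 ± 66.2 CPM (SD, n = 3) in Vv plants and 172.4 ± 37.1 (SD, n = 3) in Vs hybrids, a log2 fold change of -0.92 (adjusted p = 0.205 from edgeR). vvi-miR162 was at 21065 ± 3469.5 and 18482 ± 1033 CPM, a log2 fold change of -0.19 (adjusted p = 0.714), and of 0.00096 without Vv replicate 2. tcc-miR162_R+1 had a log2 fold change of -0.09, and of 0.66 without Vv replicate 3, 0.059 without Vs replicate 2 and 0.058 without Vs replicate 3. That of hpe-miR162a_R+2 was 0.019, and -0.087 without Vv replicate 1, -0.15 without Vv replicate 2 and -0.14 without Vs replicate 3. The other 2 members had too few counts for the test. The family's median was -0.14, and 0.11 without Vv replicate 3. tcc-miR530b_L+2R-1_1, which has the same counts as tcc-miR530b_L+2R-1_2, was at 2596 ± 1482 CPM in Vv plants and 9764 ± 1842 in Vs hybrids, a log2 fold change of 1.91 (SE 0.50, adjusted p = 0.0639, and 0.0488 without Vv replicate 1). ptc-MIR530a-p3_2ss12CA21GA was at 315 ± 226 and 581 ± 251 CPM, a log2 fold change of 0.88 (adjusted p = 0.414), and of 1.55 without Vv replicate 1 and 0.38 without Vv replicate 3. Of the miR530 family, 2 of 4 members had enough counts for the test, and when adjusted over the list alone 1 was higher.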

We also found some variable expression patterns between miRNAs within the same family. For example, there are 20 miRNAs in the *miR339* family; nine of which had low expression levels, another nine (*vvi-MIR399a-p5*, *vvi-miR399a*, *vvi-miR399e*, *vvi-MIR399h-p5*, *vvi-MIR399d-p5_1ss20TC*, *vvi-miR399d_L+2R-2*, *vvi-MIR399i-p5*, *vvi-miR399i*, and *tcc-miR399a_1ss21GT*) were down-regulated in Vs hybrids compared to Vv plants, while the remaining two (*vvi-MIR399g-p5* and *vvi-miR399*) were up-regulated. 

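The miR399 miRNAs lower the ubiquitin-conjugating enzyme that limits phosphate uptake. tcc-miR399a_1ss21GT was at 93.4 ± 37.2 CPM (SD, n = 3) in Vv plants and 22.1 ± 21.1 (SD, n = 3) in Vs hybrids, a log2 fold change of -2.07 (adjusted p = 0.145 from edgeR), and vvi-miR399i at 545 ± 305 and 176 ± 136, a log2 fold change of -1.64 (adjusted p = 0.200). The first was -3.15 without Vs replicate 1 and the second -1.07 without Vv replicate 1. vvi-MIR399i-p5 had a log2 fold change of -2.13 (adjusted p = 0.247), and of -4.29 (adjusted p = 0.0442) without Vs replicate 1. vvi-miR399g was at 323 ± 154 and 1006.5 ± 865 CPM, a log2 fold change of 1.64 (adjusted p = 0.169), and of 0.59 without Vs replicate 3. vvi-MIR399g-p5 was at 70.7 ± 41.6 and 231 ± 284.1 CPM, a log2 fold change of 1.71 (adjusted p = 0.267) and of -0.11 without Vs replicate 3, the library with 696 of its counts. Of the 20 members in the table 13 were tested, with 3 above 0 and 10 below, a median of -1.04 (-0.49 without Vv replicate 1), and 0 past an adjusted p under 0.05 against 2 at an unadjusted p of 0.05 or less.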

The cluster analysis data are shown in Table S3.

psRNATarget has been used to predict the target genes with significantly different expressed miRNAs [38]. Results of differential miRNA target gene prediction showed the target gene information corresponding to miRNA and provided the GO and KEGG annotation information of the target genes. GO Enrichment showed that target genes were mainly classified as being associated with defense responses, biosynthetic processes, salicylic acid biosynthesis, signal transduction, and drug transmembrane transporter activity (data shown in Table S4).

### 3.5. Target Prediction and Category Statistics of miRNAs by Degradome Sequencing and Targets Functional Enrichment

Because miRNAs mainly perform biological functions by degrading target genes, we performed degradome sequencing. Through degradome sequencing, 22,945,508 raw reads containing 5,922,957 unique reads were obtained from the mixed degradome pools. 

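The degradome library is 1 pool of the RNA of the 6 Vv and Vs samples, so its counts carry no replicate error. The authors found cleavage sites with CleaveLand 3.0 among the targets that psRNATarget predicted, and the deposited table gives for each predicted pair its alignment score, raw reads, category and p-value. It lists 8858 predicted pairs of a miRNA and a transcript, of which 1559 have a cleavage site with degradome reads and 7299 have none. The median site had 3 raw reads and 469 sites had 1. A p-value under 0.05 from the authors' target caller was given to 21.3% of the sites.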

There were 14,163,908 (61.73% of all reads) transcript-mapped reads containing 4,607,411 unique transcript-mapped reads. The number of input transcripts was 52,365, and 45,728 transcripts were covered. All potential cleaved transcripts were divided into five categories according to the signature abundance at each occupied transcript position [28]. All resulting reads (t-signature) were reverse complemented and aligned to the miRNA identified in our study. The targets were selected and categorized as 0, 1, 2, 3, or 4.

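SPL2 and SPL3, transcription factors of phase change, have listed cleavage sites of miR156 miRNAs. Of the 20 sites of vvi-miR156f 0 had a p-value under 0.05, and of the 20 of stu-miR156a_R+1 there were 8. Known miRNAs, 220 in number, had 1442 cleavage sites, and 32 new miRNAs had 117. These sites form 1553 different pairs of a miRNA and a transcript. Only categories 0, 1 and 2 leave 1068 sites, those with at least 5 raw reads are 662, and those with a p-value under 0.05 are 332, of which 1 belongs to a new miRNA.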

In total, 1442 targets of 221 known miRNAs and 117 targets of 32 novel miRNAs were identified from degradome sequencing (target sites were detected by both target gene prediction and experimental sequencing results). Table S5 shows the sequencing results of the target genes predicted by miRNA that were detected by degradation and were statistically analyzed. Novel miRNAs and their targets are also shown in Table S5. 

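vvi-miR396a_R-1 had cleavage sites on 27 transcripts, among them the growth-regulating factor genes *AtGRF7*, *AtGRF8* and *AtGRF9*, and its log2 fold change in Vs hybrids was -0.45 (adjusted p = 0.570 from edgeR), and 0.0050 without Vv replicate 3. ath-miR5658_R-3_1ss13AT had sites on 73 transcripts, 39 of category 0, 1 or 2. Its estimated counts, which are shared between loci, came to 0 after rounding in every small RNA library. A signal below the rounding is therefore not excluded. PC-5p-284876_17 had 31 transcripts and 33 small RNA reads, and stu-MIR530-p5 had 26 and 19. vvi-miR169e_R-2 and vvi-miR169x_R-1, which share their counts, had 25. In all, 203 of 252 miRNAs had sites on at least 2 transcripts.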

Most of the miRNAs were found to cleave two or more different transcripts, whileath-*miR5658_R-3_1ss13AT* (73 targets) and *PC-5p-284876_17* (31 targets) represented the highest amounts of transcripts cleaved by known miRNAs in this study. 

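A single transcript with a cleavage site was found for 38 known and 11 new miRNAs. Among sites with at least 5 raw reads, these numbers were 33 and 2.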

Only 38 known miRNAs and 11 novel miRNAs cleaved a single transcript target (Table S6). Furthermore, the predictions of psRNATarget combined with the mRNA generated in the density file of the degradation group allowed the number of miRNAs that interacted with a transcript to be calculated. This showed that most of the transcripts (606 of 840) were cleaved by a particular miRNA, and one transcript target could be cleaved by no more than 11 miRNAs (Table S6). 

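Cleavage sites lay on 840 transcripts, of which 799 map to a gene of the expression table. A site of 1 miRNA alone was found on 611 transcripts, or 72.7%, and the highest number of miRNAs on a transcript was 11. Related miRNAs of a family often share a site, so the number of miRNAs on a transcript is not a number of separate sites.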

Target distribution among five categories revealed that 372 targets (approximately 24% of all targets) of conserved miRNAs belonged to category 0; 21 targets (approximately 1.35%) of conserved miRNAs belonged to category 1; 675 targets (approximately 43%) of conserved miRNAs belonged to category 2; 22 targets of conserved miRNAs belonged to category 3 (approximately 1.65%); and 469 targets (about 30%) of conserved miRNAs belonged to category 4 (Tables S5 and S6).

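Category 0, where the cleavage site has the highest read number of its transcript, held 372 sites (23.9%), with a median of 51.5 raw reads. Category 2 held 675 sites (43.3%) and had a median of 4 reads, and category 4, with 1 read per site, held 469 (30.1%). Categories 1 and 3 held 21 (1.35%) and 22 (1.41%) sites. All 372 sites of category 0 belonged to known miRNAs, while category 2 included 65 and category 4 included 50 sites of new miRNAs. A p-value under 0.05 was given to 319 sites of category 0, 12 of category 1 and 1 of category 3.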

Next, we analyzed target transcript homology to other species in our degradation library using the BLASTX algorithm. To further understand the functions of the identified target genes, we conducted a GO functional classification. Of the biological processes, the most abundant processes were the regulation of transcription, DNA templates, and auxin-activated signaling pathways. 

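Transcripts of genes that regulate transcription made up 14.0% of the 372 annotated transcripts with a cleavage site and 6.79% of the 2164 annotated transcripts with a predicted but undetected site (Fisher's exact test, two-sided, adjusted p = 5.2e-05). For the auxin-activated signaling pathway the shares were 1.88% and 0.277% (adjusted p = 0.0032), which is 7 transcripts with a detected site. Transcripts of the same gene were counted separately, so these p-values can be too small. The comparison is among predicted targets, so it does not include what the prediction itself prefers.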

Among the cellar components, the three most highly represented were the nucleus, cytosol, and chloroplast stroma. 

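Nuclear proteins were encoded by 22.0% of the 372 annotated transcripts with a cleavage site and 13.0% of the 2164 annotated ones without (Fisher's exact test, two-sided, adjusted p = 5.2e-05). For the cytosol the shares were 4.57% and 1.99% (adjusted p = 0.00995), and for the chloroplast stroma 1.61% and 0.277% (adjusted p = 0.0097), or 6 transcripts with a site.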

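DNA-binding proteins were encoded by 15.1% of the annotated transcripts with a cleavage site and 7.44% of the annotated predicted targets without one (Fisher's exact test, two-sided, adjusted p = 5.2e-05). For sequence-specific transcription factors the shares were 6.45% and 3.37% (adjusted p = 0.0132).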

Of the molecular function categories, the most highly represented categories were DNA binding, transcription factor activity, sequence-specific DNA binding, structural constituents of cell walls, and electron carrier activity. The up- and down-regulated genes and major DEGs and DEMs are depicted in Figure 4A, and the important DEGs and DEMs were mainly associated with defense responses, fruit development, signal transduction, photosynthesis, and metabolism pathways (Figure 4B).

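MSTRG.12014, a DNA-binding regulator of transcription with a listed site of vvi-miR164a (category 2, 4 raw reads), fell in Vs hybrids, with a log2 fold change of -2.89 (adjusted p = 0.0373 from limma), in the same direction as its miRNA. It passed in none of the 6 fits without 1 library (0.0631 to 0.162). MSTRG.6725, another target of vvi-miR164a, with a site of category 0, had a log2 fold change of -1.71 (adjusted p = 0.192). Of the changed miRNAs, 5 had a detected target among the tested genes, 13 genes in all. The target moved against its miRNA in 6 of 13 genes, or 46.2%, and random draws from the 352 genes with a cleavage site gave 45.3% on average (one-sided permutation p = 0.590). With categories 0, 1 and 2 alone the share was 45.5% against 48.0% (permutation p = 0.699), and with all 140 tested miRNAs that have a target 47.5% against 43.2% (p = 0.130). For the 13 genes only changed miRNAs set the direction, though relatives can move otherwise. ptc-miR403a_L+1 was at -4.26 and the related vvi-miR403a at 0.67. With so few genes, whose values rest on the deposited pairing with gene IDs, the test cannot decide whether miRNAs lowered their targets.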

### 3.6. Measurement of Metabolite Variation and Identification-Annotation 

Metabolically related DEGs and DEMs play a key role in plant grafting, and many small molecular metabolites can also be transported through the grafting site, thereby affecting the growth and development of organisms. In this study, we performed metabolomic sequencing analysis on mixed samples of fruit, phloem, and leaves, respectively, for Vv plants, Vs hybrids, and Sc plants via LC-MS (Table 2). Based on non-targeted metabolomics, principal component analysis (PCA) was performed to reveal the variation in the groups of metabolites. The results showed that the first two principal components accounted for 40.19% and 10.41% of the metabolic variance for all samples during negative ion mode mass spectrometry, and these values were 43.19% and 10.84% in positive ion mode, respectively (Figure 5A). According to the PCA score plot, the three groups were sharply divided in positive mass spectrometry, with Sc plants being the farthest. In negative mass spectrometry, Sc plants were separate, and Vv plants and Vs hybrids had some degree of overlap, although they could still be distinguished.

As some compounds have isomers, the first-order mass spectra could not firmly identify all compounds, and each substance could be shattered in the mass spectrometer. These fragments could be detected by mass spectrometry to generate second-order mass spectra, which could be matched and scored with the second-order mass spectra of the standard substance in our in-house database. Finally, the second-order identification results of the metabolites were obtained. All metabolites, as well as comparative analysis and KEGG annotations of Vv-Vs, Sc-Vs and Vv-Sc, are listed in Tables S7–S9. The heatmap of different metabolites is shown in Figure 5B.

Through metabolomic analysis, we found that one term (Table S9, M553T311) for the enrichment of gomisin was up-regulated in Vs hybrids. This component is a medicinal ingredient in *S. chinensis* and has not been identified in any DEGs associated with these two substances; thus, the difference in this content may be caused by direct product transport. There were seven terms related to flavonoid metabolism with significant differences in Vv plants compared to Vs hybrids in the positive mass, and three in the negative mass, which were related to fruit color. As described above, there were also significant differences in fruit color in Vs hybrids and Vv plants. For all significantly different metabolites, the screening software MBRole (http://csbg.cnb.csic.es/mbrole/, accessed on 14 October 2020) was used for functional enrichment analysis, and the positive mass spectrometry results of Vv-Sc, Vv-Vs, and Sc-Vs are listed in Tables S7–S9. These results demonstrate that differences between Vv plants and Vs hybrids were minimal at approximately 30 items, with the three most frequent categories being purine metabolism, arginine and proline metabolism, and ATP-binding cassette transporters. The Sc-Vs and Sc-Vv datasets, respectively, had 68 and 65 different entries. Among the 30 significant categories in Vv-Vs, 27 had marked differences in Sc-Vv, and 25 had equal or greater KEGG-enriched compounds in Sc-Vv.

## 4. Discussion

Graft hybridization is a simple and efficient breeding method for woody plants, especially for reproductive isolation and highly heterozygous genotypes [4,39,40,41]. Here, we grafted two species with very distant relationships (*V. vinifera* and *S. chinensis*) and compared them to self-grafted grapes to demonstrate the changes in genetic material, plant phenotypes, and metabolite levels caused by the use of different rootstocks for the scion.

Through transcriptome sequencing and sRNA-seq, differences in gene expression and miRNA levels between Vs hybrids and Vv plants were determined. Our results demonstrate that Vs hybrids and Vv plants displayed significant differences in mRNA and miRNA levels associated with defense responses, oxidation-reduction processes, signal transduction, photosynthesis, and metabolism. The down−regulation of defense-related genes may play a key role in the survival of distant hybrid offspring without immune rejection. Furthermore, the down−regulation of auxin, gibberellin (GA), and other growth-related genes may lead to superior growth and development in Vv plants compared to the shorter internodes and altered morphology of leaves and fruits in Vs hybrids [42,43,44,45].

Fruit quality is the most critical factor determining the economic benefit of new varieties. As such, we analyzed genetic changes in the Vs hybrid that are related to fruit development, such as changes in fruit taste, size, shape, and color. Our transcriptome and small RNA sequencing results revealed that grafting of phylogenetically distant plants might induce defense reactions and signal transduction-related genes, which likely influences graft compatibility. Metabolomic results also showed that secondary metabolites from the rootstock could be transferred to the scion, as demonstrated by a higher content of gomisin and flavonoids in Vs compared to Vv.

### 4.1. Change in Defense-Related and Oxidation/Reduction Genes and miRNAs between Vv Plants and Vs Hybrids

The GO clustering analysis showed that the oxidation-reduction process accounts for the largest proportion of DEGs, and the analysis of DEMs showed that the proportion of DEGs related to defense responses was the largest. Both defense responses and oxidation-reduction processes play important roles in helping plants cope with stress and adverse physiological responses between the grafting partners. This is a common phenomenon and an important aspect of grafting incompatibility [46,47]. As such, the lower survival of Vs hybrids may be due to the down-regulation of defense-related genes and increased susceptibility to biotic and abiotic threats. 

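MSTRG.395 and MSTRG.400, of the biotic stimulus response, were at 90.7 ± 29.0 and 1057.5 ± 784 FPKM (SD, n = 3) in Vv plants and at 1.72 ± 1.43 and 50.6 ± 7.19 (SD, n = 3) in Vs hybrids, log2 fold changes of -5.22 and -4.12 (adjusted p = 0.0199 and 0.0438 from limma). MSTRG.10689, an ADP-binding gene of the type of plant resistance genes, fell from 7.08 ± 2.08 to 0.0944 ± 0.0507 FPKM, a log2 fold change of -2.85 on log2(FPKM + 1) (adjusted p = 0.0164), held down by the pseudocount. These were the 3 changed genes among 114 tested genes of the defense response, 0 higher and 3 lower, also when adjusted over the list alone. Their names rest on the deposited pairing of values with gene IDs, which Table S2 does not share. Without 1 library, MSTRG.10689 and MSTRG.400 passed only when it was Vv replicate 3 (0.0210 for both, otherwise up to 0.0987 and 0.187) and MSTRG.395 only when it was Vs replicate 3 (0.0225, otherwise up to 0.121). With a log2 fold change beyond 1 and an unadjusted p under 0.05, 10 defense genes were counted, 4 higher and 6 lower. The list's median log2 fold change was -0.14, and 0.02 without Vv replicate 1, 0.05 after median-ratio scaling and -0.04 after quantile normalization (adjusted p = 0.344 by fry). Of the plant-pathogen interaction genes, 38 of 82 were above 0 and 44 below, with MSTRG.21273 at 3.47 ± 0.713 FPKM in Vv plants and 23.2 ± 9.56 in Vs hybrids (adjusted p = 0.0664, and 0.0401 without Vs replicate 3).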

A total of 31 DEGs were associated with defense response, 19 of which were down-regulated in Vs hybrids compared to Vv plants. 

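Among 273 tested genes of signal transduction, the kinase gene MSTRG.15655 was higher and the resistance-type gene MSTRG.10689 lower in Vs hybrids at an adjusted p under 0.05 from limma (1 higher and 2 lower when adjusted over the list alone). In all, 88 of the genes had a log2 fold change above 0 and 185 below, with a median of -0.23, and of 0.03 after median-ratio scaling (adjusted p = 0.275 by fry). With a log2 fold change beyond 1 and an unadjusted p under 0.005, 7 genes of the list were counted, and at an unadjusted p under 0.05 there were 18, of which 4 were higher and 14 lower.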

Most of the defense-related genes were involved in signal transduction, and four genes with *p* < 0.005 were involved in intracellular signal transduction. Among the 131-oxidation-reduction process-related DEGs, 85 were down-regulated in Vs hybrids compared to Vv plants. 

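MSTRG.14006, a chloroplast NADH dehydrogenase, rose from 0.262 ± 0.164 FPKM (SD, n = 3) in Vv plants to 45.5 ± 3.46 (SD, n = 3) in Vs hybrids, a log2 fold change of 5.21 (adjusted p = 0.000382 from limma), held down by the pseudocount of 1. MSTRG.3739, a phosphogluconate dehydrogenase, rose from 0.655 ± 0.0484 to 37.8 ± 1.47 FPKM, a log2 fold change of 4.55 (adjusted p = 0.000382). The thioredoxin reductase gene MSTRG.15093 was at 27.2 ± 6.76 FPKM in Vv plants and listed at 0 in Vs hybrids (adjusted p = 0.000949). These 3 genes passed whichever 1 library was left out. MSTRG.3093, an acyl-CoA oxidase, was at 27.2 ± 3.31 FPKM in Vv plants and 8.57 ± 0.896 in Vs hybrids, a log2 fold change of -1.56 (adjusted p = 0.0393), and passed in none of the 6 fits without 1 library (0.0667 to 0.191). Of 832 tested genes of oxidation-reduction, 3 were higher and 3 lower at the adjusted threshold (3 higher and 4 lower when adjusted over the list alone). With a log2 fold change beyond 1 and an unadjusted p under 0.05, 79 were counted, 33 higher and 46 lower. The median was -0.16, and 0.10 after median-ratio scaling and 0.02 after quantile normalization (adjusted p = 0.459 by fry). Single genes are named here by the deposited pairing of values with gene IDs, which Table S2 does not share.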

GO analysis of miRNAs detected six DEMs associated with the defense response and two DEMs related to the oxidation-reduction process.

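Among the 372 annotated transcripts with a cleavage site, 7 of the defense response made up 1.88%, against 3.84% of the annotated predicted targets without a site (Fisher's exact test, two-sided, adjusted p = 0.101). Transcripts of oxidation-reduction were 22 of the 372, or 5.91%, against 7.39% (adjusted p = 0.512).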

The *DXR* (*MSTRG.9167*) gene encodes 1-deoxy-d-xylulose-5-phosphate reductoisomerase, an important enzyme involved in the 2-C-methyl-d-erythritol-4-phosphate (MEP) pathway. Plants are sensitive to down−regulation of the *DXR* gene, and its mutation could lead to abnormal thylakoid whitening, dwarfed stature, and abnormal development of leaf trichomes [48]. Furthermore, *DXR* transcript levels regulate the expression levels of related genes; thus, they affect the biosynthesis of carotenoids, chlorophyll, GA, and abscisic acid [48]. Therefore, we believe changes in GA and auxin-related genes in Vs hybrids may have resulted in shorter internodes than in Vv plants. 

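*DXR* (MSTRG.9167) encodes the reductoisomerase of the MEP pathway, from which carotenoids, chlorophyll side chains and gibberellins are made. Its FPKM was 53.0 ± 26.9 (SD, n = 3) in Vv plants and 65.3 ± 8.05 (SD, n = 3) in Vs hybrids, a log2 fold change of 0.46 (SE 0.47, adjusted p = 0.580 from limma), which is within the spread between replicates (exact permutation test, two-sided p = 0.7). The Vv libraries were at 66.1, 70.8 and 22.0 FPKM, the lowest in replicate 3, and without that replicate the log2 fold change was -0.07, against 0.70 and 0.75 without replicates 1 and 2. For *DXR* the direction rests on the deposited pairing of values with gene IDs, which Table S2 does not share. Of 35 tested genes of terpenoid backbone biosynthesis, 12 were above 0 and 23 below, and limma gave 13 an unadjusted p under 0.05 and 0 an adjusted one (0 higher and 4 lower when adjusted over the list alone). *CYP97A3*, which hydroxylates carotenes, was at 24.9 ± 2.53 and 10.4 ± 1.38 FPKM, a log2 fold change of -1.19 (adjusted p = 0.0908), and of 21 carotenoid genes 12 were above 0. From the transcript level of *DXR*, the paper proposes a lower photosynthetic efficiency of Vs leaves and an effect on several hormone signaling pathways.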

*DXR* transcription levels were significantly down−regulated in Vs hybrids, which may reduce the photosynthetic efficiency of Vs hybrids leaves and affect multiple hormone signaling pathways. *THI1-1* (*MSTRG.11573*) is a gene annotated as a thiamine thiazole synthase 1, chloroplast-like in grapes, and might play additional roles in adaptation to various stress conditions and DNA damage tolerance [49,50]. Thus, the down−regulation of this gene in Vs hybrids might be related to adaptation and defense responses caused by distant grafting. These data indicate a misregulation of defense and signaling pathways in plants grafted to phylogenetically distant partners.

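*THI1-1* (MSTRG.11573), which makes the thiazole part of thiamine, was at 11.5 ± 16.5 FPKM (SD, n = 3) in Vv plants and 406 ± 193 (SD, n = 3) in Vs hybrids, a log2 fold change of 5.83 (SE 1.00, adjusted p = 0.0924 from limma). The Vv libraries were at 1.77, 2.13 and 30.5 FPKM, and without Vv replicate 3, the highest of them, the log2 fold change was 6.97 (adjusted p = 0.0229, and up to 0.276 without another library). Of 18 tested genes of thiamine metabolism 7 were above 0 and 11 below, and *THI1-1* was higher when adjusted over the list alone. Its direction rests on the pairing of values with gene IDs in the deposited table, and Table S2 has another. *DXPS3* of the same pathway was at 6.61 ± 1.60 FPKM in Vv plants and 3.19 ± 0.402 in Vs hybrids (adjusted p = 0.160). The paper proposes that the change in *THI1-1* is tied to adaptation and defense after distant grafting.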

### 4.2. Signal Transduction and Hormone-Related RNA Levels Are Significantly Different between Vs Hybrids and Vv Plants

Signal transduction pathways might play a vital role in graft establishment and account for a considerable proportion of DEMs and DEGs. *AUX1* is an auxin transporter protein gene found in field mustard, *Brassica rapa*, where its overexpression strongly promotes the growth and biomass production of seedlings and plants [51]. 

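*AUX1* (MSTRG.19442), which carries auxin into the cell, was at 26.6 ± 15.6 FPKM (SD, n = 3) in Vv plants and 37.7 ± 6.89 (SD, n = 3) in Vs hybrids. This is a log2 fold change of 0.67 (SE 0.50, adjusted p = 0.4565 from limma), within the spread between replicates (exact permutation test, two-sided p = 0.4), of 0.11 without Vv replicate 3 and of 1.07 without Vv replicate 2. These values are the ones paired with this gene ID in the deposited table, whose pairing Table S2 shares for 1 of its 222 genes. The auxin response gene *IAA5* was at 18.4 ± 7.02 and 7.51 ± 1.92 FPKM, a log2 fold change of -1.15 (adjusted p = 0.170). MSTRG.1961, of the small auxin-responsive type, was at 4.21 ± 0.4998 and 0.691 ± 0.199 FPKM, a log2 fold change of -1.62 (adjusted p = 0.0570). Of 18 tested auxin genes, 9 were above 0 and 9 below, with a median of 0.02, and of -0.06 without Vv replicate 3, -0.01 without Vs replicate 1 and -0.03 without Vs replicate 2.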

*AUX1* was significantly down−regulated in Vs hybrids (the FPKM in Vv plants was 39.67 and 19.09 in Vs hybrids).

*GA3* (*MSTRG.10120*) was significantly down-regulated in Vs hybrids; the FPKM in Vv plants was approximately 12, and approximately 0 in Vv hybrids. 

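*GA3* (MSTRG.10120) was at 3.42 ± 0.801 FPKM (SD, n = 3) in Vv plants and 8.50 ± 1.48 (SD, n = 3) in Vs hybrids, a log2 fold change of 1.11 (SE 0.23, adjusted p = 0.128 from limma). Every Vs library was above every Vv library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Of 5 tested gibberellin genes, 2 were above 0 and 3 below, and *GA3* was higher when adjusted over the list alone. The direction of *GA3* rests on the deposited pairing of values with gene IDs, and that of Table S2 is another. *SPY*, which represses gibberellin signaling, was at 22.9 ± 5.08 and 13.2 ± 3.70 FPKM (log2 fold change -0.76, adjusted p = 0.223), and *GA2*, which acts 1 step before *GA3*, had a log2 fold change of -0.47 (adjusted p = 0.355), and of -0.29 without Vv replicate 2.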

*GA3* encodes ent-kaurene oxidase, which is the first cytochrome P450-mediated step in the GA biosynthetic pathway [52,53]. Its GO term contains the GA-mediated signaling pathway, as well as the GA biosynthetic process. Thus, the down-regulation of this gene in Vs hybrids may affect the synthesis of GA and the accumulation of superoxide. *GA3*, which encodes the first cytochrome P450-mediated step in the GA biosynthetic pathway [53,54], was down-regulated in Vs hybrids (see Section 4.1). *GAI1* (*MSTRG.412*) is a gene regulated by ethylene that negatively regulates the GA signaling pathway [55] and is significantly up-regulated over 18-fold in Vs. 

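*GAI1* (MSTRG.412), a DELLA repressor of gibberellin signaling, was listed at 0, 0 and 3.77 FPKM in the Vv libraries and at 0 in all 3 Vs libraries, below the level required for the test. Of 13 tested ethylene genes, 4 were above 0 and 9 below, with *EIN2* at 23.0 ± 2.86 FPKM (SD, n = 3) in Vv plants and 14.1 ± 3.43 (SD, n = 3) in Vs hybrids (log2 fold change -0.69, adjusted p = 0.203 from limma). From *GA3* and *GAI1*, the paper proposes that gibberellin signaling was blocked in Vs hybrids.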

The down−regulation of *GA3* and up−regulation of *GAI1* suggest that the GA signaling pathway was likely blocked in Vs hybrids. Both auxin and GA are hormones that promote plant growth and development [56,57]. Their down−regulation in Vs hybrids might be detrimental to plant growth. 

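Brassinosteroid genes, which act in growth and defense, had 4 of 10 tested members above 0 and 6 below (median log2 fold change -0.09, adjusted p = 0.326 by fry). The median was 0.12 without Vv replicate 2 and 0.07 without Vs replicate 1, and 0.21 after median-ratio scaling and 0.13 after quantile normalization. *DWF5*, a sterol reductase of brassinosteroid synthesis, was at 57.1 ± 10.3 FPKM (SD, n = 3) in Vv plants and 31.2 ± 4.54 (SD, n = 3) in Vs hybrids, a log2 fold change of -0.85 (adjusted p = 0.161 from limma). *BIN2*, a kinase that represses brassinosteroid signaling, was at 127 ± 44.7 and 63.0 ± 19.0 FPKM, a log2 fold change of -0.99 (adjusted p = 0.213).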

The *BSK1* gene participates in BR signaling, regulates the link between plant growth and defense [58], and is significantly up−regulated in Vs hybrids. Significant differences in the expression levels of these genes suggest that there are likely genetic changes in growth, signaling, and defense responses in Vs hybrids. Auxin and jasmonic acid promote *BSK1* expression, and abscisic acid inhibits *BSK1* expression [59]. *BSK1* was significantly up-regulated in Vs hybrids (8.11-fold), which may indicate changes in related hormone levels in Vs hybrids. 

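*BSK1* (MSTRG.13233), a kinase of brassinosteroid signaling, was at 21.5 ± 6.64 FPKM (SD, n = 3) in Vv plants and 9.85 ± 2.45 (SD, n = 3) in Vs hybrids, a log2 fold change of -1.03 (SE 0.29, adjusted p = 0.166 from limma). This direction, too, holds for the deposited pairing of values with gene IDs, which Table S2 shares for 1 of its 222 genes. *SNRK2-9*, a kinase of abscisic acid signaling, was at 10.5 ± 2.79 and 3.08 ± 1.15 FPKM, a log2 fold change of -1.51 (adjusted p = 0.116). Of 121 tested genes of plant hormone signal transduction, 44 were above 0 and 77 below, with a median of -0.20, and limma gave 20 an unadjusted p under 0.05 and 0 an adjusted one (0 higher and 1 lower when adjusted over the list alone). The median of this list was 0.08 after median-ratio scaling and 0.02 after quantile normalization. Of 10 jasmonate and salicylate genes, 4 were above 0 and 6 below, and 2 were below after median-ratio scaling. From *BSK1*, the paper proposes changed hormone levels in Vs hybrids, and from the hormone genes together a disturbed hormone balance.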

Taken together, our transcriptomic data suggest that hormone homeostasis is severely affected by grafting phylogenetically-distant plants.

### 4.3. DEGs and DEMs Associated with Photosynthesis and Fruit Development

Leaf color, leaf shape, and stem color of *S. chinensis* in Vs hybrids exhibited obvious changes (Figure 1). This is likely the result of the combined effects of diverse genetic backgrounds, differential hormonal regulation, physiological conditions, and environment. The main function of the leaf is photosynthesis, so we focused on photosynthesis-related gene expression level changes. 

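MSTRG.21380, of the photosynthesis genes, was at 3.35 ± 1.67 FPKM (SD, n = 3) in Vv plants and 48.9 ± 30.1 (SD, n = 3) in Vs hybrids, a log2 fold change of 3.33 (adjusted p = 0.108 from limma, and 0.0438 without Vs replicate 1). This locus also carries the symbol *SNOR75*, so its FPKM may not be that of the photosynthesis gene alone. MSTRG.21744 was at 12.7 ± 8.64 and 46.4 ± 6.17 FPKM, a log2 fold change of 1.96 (adjusted p = 0.143). Of 43 tested photosynthesis genes, 34 were above 0 and 9 below, with a median log2 fold change of 0.90, and of 0.19 without Vv replicate 3. In limma 8 had an unadjusted p under 0.05 and 0 an adjusted one, over all genes or adjusted over the list alone, and 6 had a log2 fold change beyond 1 at an unadjusted p under 0.05, all 6 higher. Fry gave the list an adjusted p of 0.331, and camera, which compares it with other genes, 6.64e-09 with a preset correlation and an unadjusted p of 0.0924 with an estimated correlation. Leaf markers, 20 tested genes of photosynthesis such as *GAPB* (677 ± 455 and 1491.7 ± 223 FPKM), had a median log2 level of 8.61 and 8.64 in Vv replicates 1 and 2 and of 6.29 in Vv replicate 3.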

Sixty photosynthesis-related transcripts displayed significant differences between Vv plants and Vs hybrids, with 45 down-regulated transcripts in Vs hybrids. Among them, 12 DEGs were associated with pigment binding, chloroplasts, and light harvesting. Nine DEGs were down−regulated in Vs hybrids and *MSTRG.11440*, *MSTRG.21184*, and *MSTRG.9394* were up−regulated.

Although most of the light harvesting-related genes were down-regulated in Vs hybrids, their expression levels were relatively low (the average FPKM in Vv plants was typically less than 10, with only two greater than 30 and below 50), but the up−regulated gene *MSTRG.9394* had an FPKM ten-fold higher than the FPKM for *MSTRG.21184* in Vs. These two up-regulated genes may play an important role in the photosynthesis process of Vs hybrids. 

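The light-harvesting genes MSTRG.11440, MSTRG.21184 and MSTRG.9394 were at 125 ± 86.7, 17.3 ± 10.5 and 9.17 ± 4.68 FPKM (SD, n = 3) in Vv plants. In Vs hybrids they were at 259.7 ± 43.2, 29.8 ± 6.20 and 19.1 ± 3.34 FPKM (SD, n = 3), log2 fold changes of 1.43, 0.97 and 1.11 (adjusted p = 0.298, 0.3465 and 0.221 from limma). Without Vv replicate 3 these log2 fold changes were 0.58, 0.32 and 0.63. The chlorophyll a-b binding gene MSTRG.1533 was at 658, 434 and 94.9 FPKM in the Vv libraries and listed at 0 in the Vs libraries (adjusted p = 0.00991). It did not pass without Vv replicate 2 (0.0862), Vs replicate 1 (0.0519) or Vs replicate 2 (0.0771). Among 15 tested antenna protein genes, MSTRG.1533 was the 1 below 0, the median log2 fold change was 1.36, or 0.55 without Vv replicate 3, and the mean 0.58 (adjusted p = 0.547 by fry).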

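*LHCA2* (MSTRG.1081), an antenna protein of photosystem I, was at 945 ± 616 FPKM (SD, n = 3) in Vv plants and 1929.8 ± 339 (SD, n = 3) in Vs hybrids, a log2 fold change of 1.38 (adjusted p = 0.316 from limma). *LHCA1* (MSTRG.4497) was at 434 ± 332 and 1016 ± 298 FPKM, a log2 fold change of 1.77 (adjusted p = 0.310), and *LHCA4* (MSTRG.8983) at 441 ± 308 and 853 ± 267, a log2 fold change of 1.36 (adjusted p = 0.364). *LHCB5* (MSTRG.10998), of photosystem II, was at 595 ± 409 and 1557 ± 379.5 FPKM, a log2 fold change of 1.78 (adjusted p = 0.256). *LHCA5* (MSTRG.10071) was at 16.8 ± 8.87 and 21.7 ± 2.77 FPKM, a log2 fold change of 0.51 (adjusted p = 0.525), of -0.02 without Vv replicate 3 and of 0.80 without Vv replicate 1. Without Vv replicate 3 *LHCA2*, *LHCA1*, *LHCA4* and *LHCB5* had log2 fold changes of 0.55, 0.69, 0.42 and 0.88. Vv replicate 3 was the lowest library for *LHCA2*, at 234 FPKM against 1295 and 1305 in the other Vv libraries, and every Vs library was above these (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). For antenna genes as for others, the direction rests on the deposited pairing of values with gene IDs, which Table S2 shares for 1 of its 222 genes. Of the 49 genes that the paper names, 29 are in Table S2. From these genes, the paper proposes a lower capture of light in Vs hybrids.

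**Figure D4:**
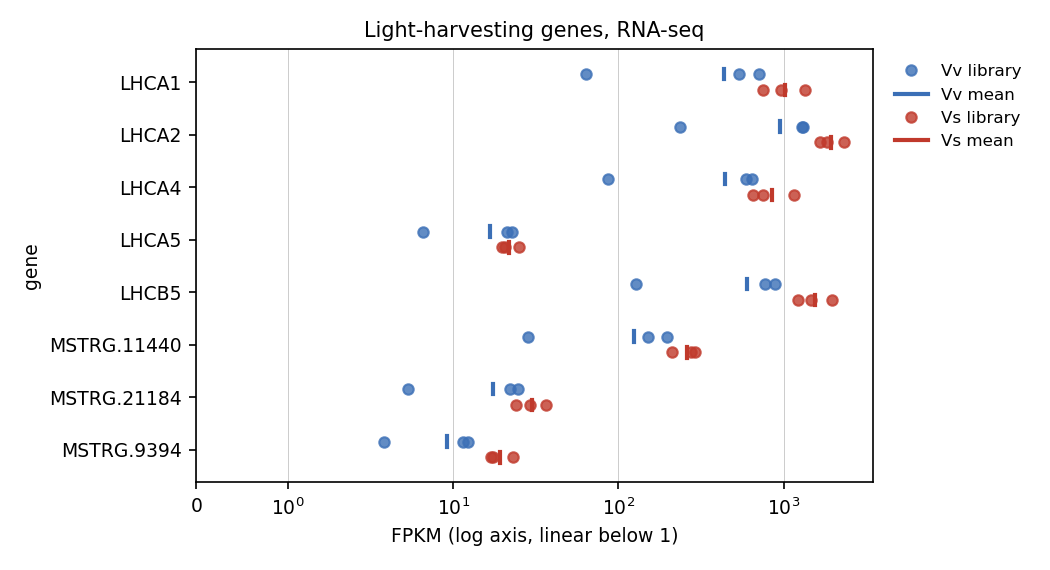
FPKM of 8 light-harvesting genes in 3 Vv and 3 Vs libraries, with points for libraries and bars for means. The lowest Vv point of *LHCA2*, 234 FPKM, is Vv replicate 3.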

The genes *LHCA5* (*MSTRG.10071*), *LHCA2* (*MSTRG.1081*), *LHCA1* (*MSTRG.4497*), *LHCA4* (*MSTRG.8983*)*,* and *LHCB5* (*MSTRG.10998*), which participate in the light-harvesting complex of photosystem I and photosystem II [60], were all down-regulated in Vs hybrids. This suggests that the light-capturing ability of Vs hybrids might be lower than that of Vv plants.

The fruit size, taste, and color of Vs were significantly different from that of Vv. Compared to Vv plants, the fruits of Vs hybrids were significantly smaller and had a deeper red coloration. Of the six DEGs participating in the flavonoid biosynthetic process, *MSTRG.6465* and *MSTRG.2147* were up−regulated in Vs hybrids compared to Vv plants, while the other four DEGs were down-regulated. 

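MSTRG.6465, a chalcone isomerase type gene, fell from 10.6 ± 1.88 FPKM (SD, n = 3) in Vv plants to 1.91 ± 0.544 (SD, n = 3) in Vs hybrids, a log2 fold change of -1.997 (SE 0.23, adjusted p = 0.0370 from limma). MSTRG.2147, an O-methyltransferase of flavonoid and phenylpropanoid synthesis, rose from 0.0222 ± 0.0262 to 4.66 ± 0.790 FPKM, a log2 fold change of 2.46 (SE 0.24, adjusted p = 0.0168), which the pseudocount of 1 holds down, as the ratio of the means is 210. Both directions rest on the deposited pairing of values with gene IDs, which Table S2 shares for 1 of its 222 genes. MSTRG.6465 passed in none of the 6 fits without 1 library (0.0781 to 0.158), and MSTRG.2147 not without Vv replicate 2 (0.0803) or Vs replicate 2 (0.120). Of 13 tested genes of the flavonoid biosynthetic process, 3 were above 0 and 10 below, 0 higher and 1 lower at the adjusted threshold (1 higher and 2 lower when adjusted over the list alone), and 2 lower with a log2 fold change beyond 1 at an unadjusted p under 0.05. Their median was -0.33, and 0.28 without Vv replicate 1. Of 26 genes of flavonoid biosynthesis, 8 were above 0 and 18 below, and of 62 of phenylpropanoid biosynthesis 19 and 43, with MSTRG.2147 as the 1 changed gene of either pathway.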

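vvi-MIR167c-p3, from a precursor of the family that targets auxin response factors, fell from 24.4 ± 9.31 CPM (SD, n = 3) in Vv plants to 3.58 ± 1.85 (SD, n = 3) in Vs hybrids, a log2 fold change of -2.71 (SE 0.57, adjusted p = 0.0289 from edgeR). It did not pass without Vs replicate 1 (0.0856), 2 (0.117) or 3 (0.0718). The far more abundant vvi-miR167a_R+1, at 4829 CPM on average over all libraries, had a log2 fold change of -0.09 (adjusted p = 0.897). Those of ath-miR167d_R+2 and vvi-MIR167a-p3 were -0.29 and 0.36 (adjusted p = 0.735 and 0.611). vvi-MIR159c-p5, from the precursor of a miRNA that targets MYB transcription factors, was at 1124 ± 393.3 and 458 ± 43.8 CPM, a log2 fold change of -1.30 (SE 0.41, adjusted p = 0.0991). In the degradome, vvi-MIR159c-p5 had cleavage sites on 7 transcripts, 4 of category 0, 1 or 2 and 0 with a p-value under 0.05. Of the annotated transcripts with a cleavage site, 0 of 372 belonged to the flavonoid biosynthetic process, fruit development or leaf development, and of 2164 predicted targets without a site 1, 1 and 4 did (Fisher's exact p = 1 for each).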

Target gene prediction and GO annotation revealed miRNAs (*vvi-miR167c-p3*) connected to the flavonoid biosynthetic process (*vvi-MIR159c-p5*) and related to fruit development and leaf development. Auxin and GA both regulate fruit development [10,61]. As such, the differential genetic material of the auxin and GA signaling pathway we mentioned above may also influence the phenotype of the fruit.

### 4.4. Metabolism-Related DEGs and DEMs and Comprehensive Analysis of Distant Grating-Related Communication of Biomolecules

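In nitrogen metabolism, the nitrite reductase gene *NIR1* was at 11.1 ± 4.10 FPKM (SD, n = 3) in Vv plants and 79.0 ± 66.8 (SD, n = 3) in Vs hybrids, a log2 fold change of 2.40 (adjusted p = 0.163 from limma), and 15 of 20 genes were above 0 with a median of 0.55 (0.12 without Vv replicate 3). Camera gave this list an adjusted p of 0.000978 with a preset correlation and p = 0.159 with an estimated correlation. In purine metabolism, *ATAAH-2*, a ureidoglycolate amidohydrolase of purine breakdown, was at 25.8 ± 5.59 and 10.6 ± 1.56 FPKM, a log2 fold change of -1.19 (adjusted p = 0.113), and 90 of 102 genes were below 0 (median -0.41, adjusted p = 0.0877 by fry). In sulfur metabolism, a cysteine synthase gene, MSTRG.5730, was at 5.43 ± 1.49 and 2.06 ± 0.915 FPKM (log2 fold change -1.09, adjusted p = 0.163), and 18 of 24 genes were below 0. In alpha-linolenic acid metabolism, a pathway of lipids, 11 of 25 genes were above 0 and 14 below. Of 79 genes of starch and sucrose metabolism, 59 were below 0, and *ATAMY2*, an amylase, was at 33.0 ± 6.63 and 15.4 ± 3.73 FPKM (adjusted p = 0.153). After median-ratio scaling, 66 of the purine genes, 11 of sulfur, 10 of alpha-linolenic acid and 49 of starch and sucrose metabolism were below 0.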

KEGG analysis detected 147 metabolism-related DEGs, mainly associated with carbon metabolism, nitrogen metabolism, lipid metabolism, purine metabolism, pyrimidine metabolism, thiamine metabolism, and sulfur metabolism. 

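In pyrimidine metabolism, a CTP synthase gene, MSTRG.842, was at 20.8 ± 13.6 FPKM (SD, n = 3) in Vv plants and 2.20 ± 1.56 (SD, n = 3) in Vs hybrids, a log2 fold change of -2.73 (adjusted p = 0.131 from limma), and *POLD4*, of a DNA polymerase, at 12.3 ± 2.26 and 5.50 ± 0.272, a log2 fold change of -1.02 (adjusted p = 0.111). In porphyrin and chlorophyll metabolism, *NYC1*, which starts the breakdown of chlorophyll b, was at 21.4 ± 5.31 and 36.1 ± 7.55 FPKM, a log2 fold change of 0.74 (adjusted p = 0.215), and the chlorophyllase gene *ATCLH2* at 11.2 ± 11.5 and 0.114 ± 0.102, a log2 fold change of -2.74 (adjusted p = 0.198). For cysteine and methionine metabolism, the aminotransferase gene *AGT2* was at 14.5 ± 3.10 and 4.01 ± 1.42 FPKM, a log2 fold change of -1.64 (adjusted p = 0.0908), and an S-adenosylmethionine synthase gene, MSTRG.5365, at 257 ± 63.8 and 89.7 ± 15.3, a log2 fold change of -1.50 (adjusted p = 0.113). Of the tested genes, 59 of 72 pyrimidine genes, 12 of 38 porphyrin genes and 43 of 60 cysteine and methionine genes were below 0, with medians of -0.31, 0.20 and -0.44. The porphyrin median was -0.18 without Vv replicate 3. At an unadjusted p under 0.05 from limma there were 19, 4 and 9 genes, 0 at an adjusted p over all genes, and 1 of cysteine and methionine metabolism was lower when adjusted over the list alone.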

Our metabolomic analysis showed that pyrimidine metabolism, porphyrin and chlorophyll metabolism, and cysteine and methionine metabolism were the most diverse compounds in Vs hybrids and Vv plants, and they had seven, nine, and eight DEGs, respectively. This suggests that changes in metabolites due to grafting hybridization might be caused at the transcriptional level.

This study demonstrates that phylogenetically distant grafting caused significant changes in the transcriptome and metabolites. However, the differences caused by the transport between phloem-mediated transport of mRNA [6] and were caused by changes in scion transcriptome remain unclear. Furthermore, their differentiation patterns during plant growth and development during grafting require further study. The correlation of major differences in metabolites and related genes indicates that the differences in metabolomes are controlled at the transcriptional level to an extent. Some differences in metabolites of *S. chinensis* indicate that metabolites might be transported directly from the rootstock to the scion after adhesion, and this transport of metabolites between rootstocks and scions and its significance to plant growth deserves further study.

## 5. Conclusions

The variation in phenotypic traits, including those of leaves, internodes, and fruits in vegetative hybrids, tend to be at an intermediate state between those of the rootstock and scion, with a tendency toward rootstock-like traits in *Vitis vinifera*/*Schisandra chinensis* (Figure 1). We observed differences between genes, miRNAs, and metabolites in *Vitis vinifera*/*Schisandra chinensis* and self-rooted *V. vinifera*. 

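With a log2 fold change beyond 1 and an unadjusted p under 0.05 from limma, 1267 of 15447 tested genes were counted, 440 higher and 827 lower in Vs hybrids. After median-ratio scaling 732 were higher and 447 lower, and after quantile normalization 631 and 520, so that the direction of the majority depends on the scaling. At an unadjusted p under 0.05 alone there were 3230. Of 9 tested genes of the circadian clock 8 were below 0, with a median log2 fold change of -0.72 (adjusted p = 0.0813 by fry). *APRR5*, a clock repressor, was at 25.7 ± 9.24 FPKM (SD, n = 3) in Vv plants and 6.71 ± 2.10 (SD, n = 3) in Vs hybrids, a log2 fold change of -1.77 (adjusted p = 0.128), and *TOC1* at 25.4 ± 2.25 and 13.6 ± 1.97, a log2 fold change of -0.86 (adjusted p = 0.149). Of 10 wax and cutin genes 9 were below 0, with *CER10* of wax synthesis at 36.0 ± 4.77 and 20.9 ± 3.59 FPKM (log2 fold change -0.76, adjusted p = 0.170). Without Vv replicate 1 the count was 1775, and without the other libraries it was 1012 to 1343.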

In our study, there were 2112 DEG with *p* values < 0.05 and 222 DEG with *p* values ≤ 0.005. Furthermore, the levels of 79 miRNAs were significantly different in Vv plants and Vs hybrids, which included 27 known miRNAs and 52 new ones. DEGs and DEMs functioned mainly focused on oxidation-reduction processes, defense responses, metabolic processes, signal transduction, ATP binding, and similar functions. Through metabolomic analysis, we found that one-term enrichment of Schisandra was significantly down-regulated, and that of gomisin was up-regulated in Vs hybrids. These two components are the main medicinal ingredients in *S. chinensis* and have not been found in any DEGs associated with these two substances. Thus, the difference in their content might be caused by direct product transportation between stock and scion. The above results indicate that the rootstock genotype had a substantial influence on the transcriptome and metabolome of the scion, and the hybrid traits might be able to be tailored based on the selection of target rootstocks.

## Figures and Tables

**Figure 1:**
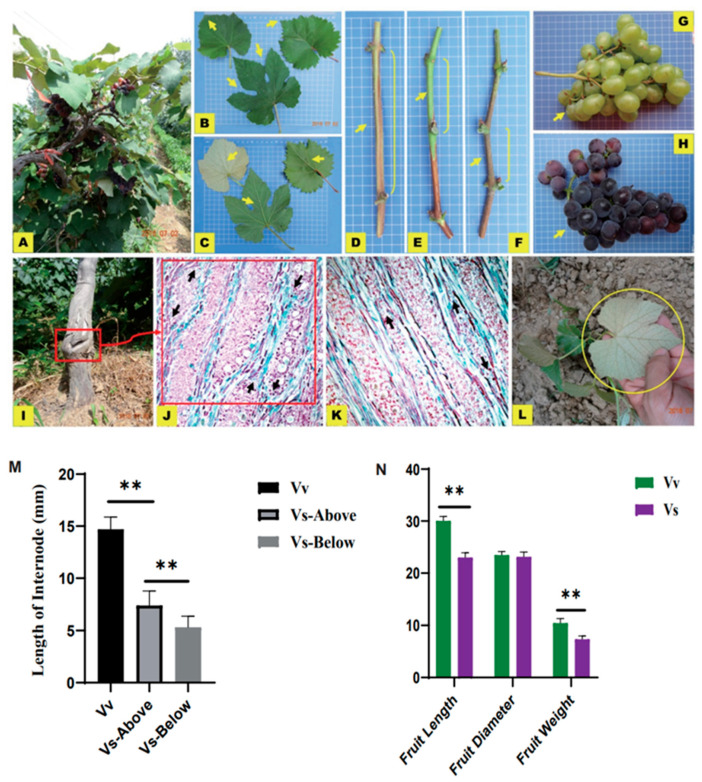
The phenotype of vegetative: *Vitis vinifera*/*Schisandra chinensis* hybrids (**A**) The vegetative hybrids of *Vitis vinifera*/*Schisandra chinensis*; (**B**) The upper-side of a leaf of vegetative hybrids above the graft union (top left), self-rooted *V. vinifera* ‘Hongruibao’ (top right), and vegetative hybrids below the graft union (centre down); (**C**) The lower-side of leaves correspond with figure (**B**); (**D**) Internode of self-rooted *V. vinifera* ‘Hongruibao’; (**E**) Internode of vegetative hybrids above the graft union; (**F**) Internode of vegetative hybrids below the graft union; (**G**) Fruits of self-rooted *V. vinifera* ‘Hongruibao’; (**H**) Fruits of vegetative hybrids of *Vitis vinifera*/*Schisandra chinensis*; (**I**) Graft junction; (**J**) Microstructure of graft junction in vegetative hybrids of *Vitis vinifera*/*Schisandra chinensis*, showing the bridges of vascular bundles; (**K**) Microstructure of self-rooted *V. vinifera* ‘Hongruibao’, showing the vascular bundle; (**L**) The cuttage seedling of vegetative hybrids of *Vitis vinifera*/*Schisandra chinensis*, showing stable genetics of vegetative hybrids traits. The arrows show the significant differences between scion and stock, and the scale plate of background for Figure (**B**–**H**) indicate 1 cm; (**M**,**N**) Statistical analysis of Vv and Vs internode length and fruits. The ordinate quantity of N is in millimeters (Fruit Length and Fruit Diameter) or grams (Fruit Weight). The asterisks showed highly significant differences according to Student’s *t*−test (*p* < 0.01). Error bars indicate SD (*n* = 10).

**Figure 2:**
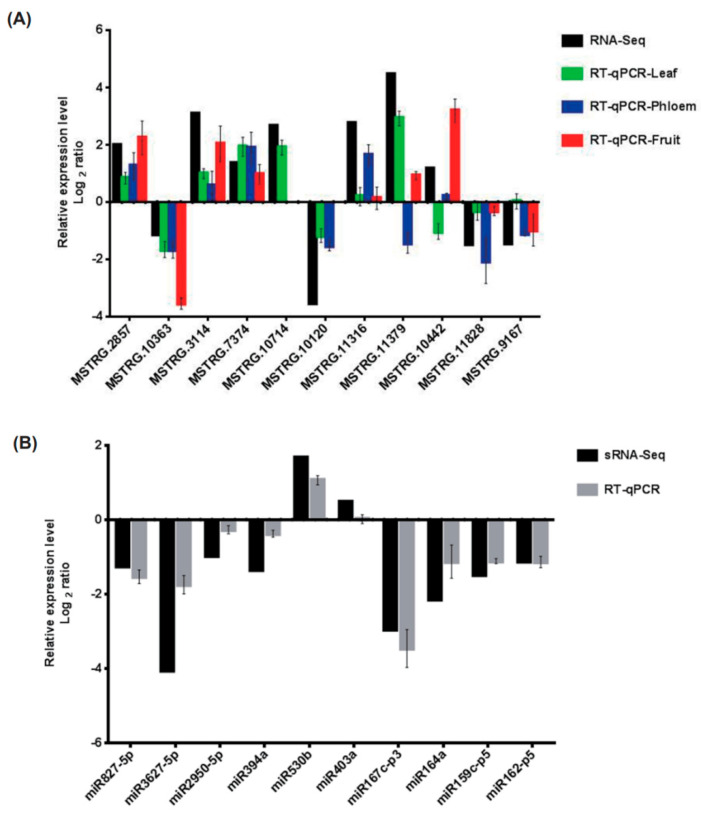
Validation of DEGs and DEMs expression level. (**A**) The relative expression levels of 11 DEGs were verified in different tissues by transcriptome and qPCR analysis; (**B**) the relative expression levels of 10 DEMs were verified by transcriptome and qPCR analysis. Up−regulation and down-regulation indicate the expression level of *Vitis vinifera*/*Schisandra chinensis* (Vs) relative to *Vitis vinifera* (Vv). Three technical iterations and three biological replicates were conducted. The fifth DEG was too low in phloem and fruit, and the sixth DEG was too low in fruit; thus, their qPCR results are not shown.

**Figure 3:**
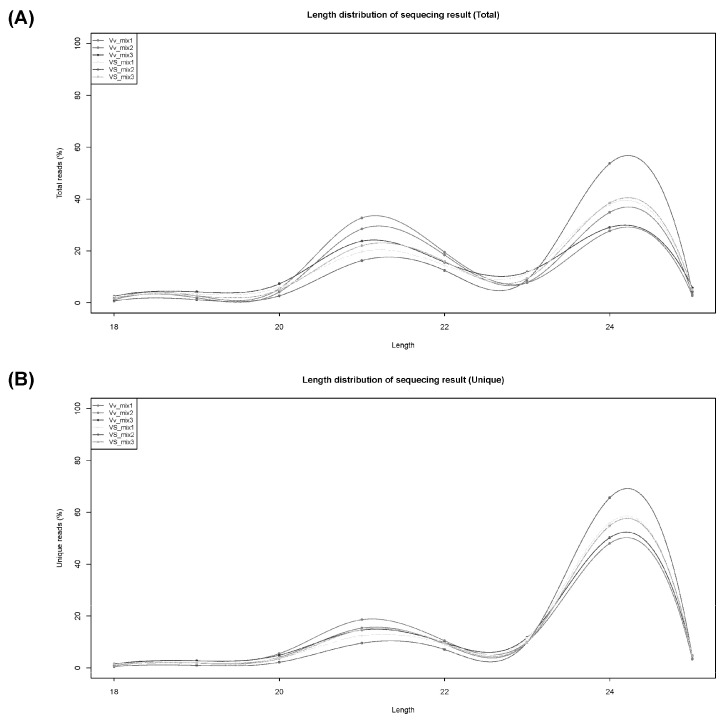
Length distribution of sRNA. (**A**) Length of distribution of total reads; (**B**) Length of distribution of unique reads. The abscissa represents the number of nucleotides, and the ordinate represents the fraction of sRNA.

**Figure 4:**
A complete analysis of several important pathway−related DEGs and DEMs affected by distant grafts. (**A**) Statistics on the up-regulation and down−regulation of genes associated with metabolism, oxidation-reduction processes, signal transduction, photosynthesis, and defense responses. Up− and down−regulation refers to the expression of *Vitis vinifera*/*Schisandra chinensis* (Vs) compared to that of *V. vinifera* (Vv). (**B**) Important DEGs and DEMs for related pathways. Biological pathways are listed in rectangles. Hexagons represent hormones (GA: gibberellin, IAA: auxin, BR: brassinosteroids). DEMs are represented by ellipses, DEGs are represented by tetrahedrons, and the transcript in parentheses is the ID of a gene preceding it. Because there are numerous DEGs, only the predecessors mentioned in the discussion and a few others with a *p*-value < 0.005 and FPKM > 5 in the sequence are listed. (The same color indicates the same class of substances or similar pathways, and neither DEGs nor DEMs are labeled as up-regulated or down-regulated, as it is unclear whether the function of each gene is promoted or inhibited).

**Figure 5:**
Metabolomic analysis of *Vitis vinifera*/*Schisandra chinensis* (Vs). (**A**) PCA score plot of metabolites in three types of samples and quality controls (QC). The red, green, blue, and violet represent QC, *Schisandra chinensis* (Sc), *Vitis vinifera*/*Schisandra chinensis* (Vs), and *Vitis vinifera* (Vv) samples, respectively. (**B**) Significant metabolites in different samples. The bold lines at the top indicate the type of sample: blue represents Vv, red represents Vs, purple represents QC, and green represents Sc. In the figure, blue and red represent down- and up-regulation.

**Table 1:** Summary of Illumina transcriptome sequencing data for Vv and Vs.

Type	Vv	Vs	Sum
Raw Reads	138,096,216	153,048,950	291,145,166
Valid Reads	136,975,222	151,704,222	288,679,444
Valid Reads Ratio (%)	99.19	99.11	/
Mapped Reads	103,135,533	100,706,990	203,842,532
Q20 (%)	98.98	99.12	/
GC Content (%)	48.67	50.17	/
Member of Transcript	/	/	30,609
GO Annotate	/	/	21,109
KEGG Annotate	/	/	4151

**Table 2:** Summary of metabolome results.

Mode	Comparison	All	Up	Down
Pos	Vv/Vs	11,757	734	454
Pos	Sc/Vv	11,757	2232	2099
Pos	Sc/Vs	11,757	2299	1911
Neg	Vv/Vs	7868	353	260
Neg	Sc/Vv	7868	1423	1360
Neg	Sc/Vs	7868	1522	1255

## Data Availability

The RNA sequencing raw data were deposited in the Gene Expression Omnibus at the National Center for Biotechnology Information website (GEO, https://www.ncbi.nlm.nih.gov/geo accessed on 10 August 2023) with the accession number GSE130209.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/plants13121676/s1. Table S1: Sequence of transcripts or miRNAs and primers performed to verify the sequencing results which have been used for RT-qPCR; Table S2: Results of differentially expressed genes identified by sequencing, including gene ID, expression level and function; Table S3: Results of differential expression of miRNAs; Table S4: GO Enrichment of the differential miRNA target gene by psRNATarget prediction; Table S5: The sequencing results of the target genes predicted by miRNA that were detected by degradation; Table S6: The statistic of the target genes predicted by miRNA that were detected by degradation; Table S7: Metabolitome results of Vv/Vs in anion mode; Table S8: Metabolitome results of Sc/Vs in cationic mode; Table S9: Metabolitome results of Sc/Vv in cationic mode.

How the deposited data were processed for this re-analysis (not part of the article)

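RNA of leaves, phloem and whole ripe berries was pooled for each of 3 Vv plants and 3 Vs hybrids, and each pool gave 1 library for RNA-seq and 1 for small RNA sequencing. The degradome library is 1 pool of the RNA of all 6 samples by the paper's methods and its stated source, though another of its labels gives Vv plants alone. With it the study has 13 libraries, and each sample's condition was taken from its label and the paper's methods. Replicates are separate plants and are not paired between the groups. The paper gives an earlier fruiting time for Vs hybrids than for Vv plants and sampled at full ripeness. Sampling dates may therefore differ between the groups, and the data cannot separate date from group.

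The authors filtered the RNA-seq reads with Cutadapt, mapped them with HISAT to the *V. vinifera* genome, and assembled transcripts and estimated FPKM with StringTie 1.3.4. The genome build is not given in the sources used here, and no coordinates are given for this reason. The deposited FPKM were used as they are, under the gene IDs the deposited table pairs them with. Table S2 has the values of its 222 genes under the same ID in 1 case. Of 8 genes with 1 sign in every tissue of the paper's RT-qPCR, 8 run as Table S2 and 5 as the deposited values. The direction of any single gene therefore depends on which pairing holds. Tests of this are given in the closing part. In the small RNA table the authors give estimated counts, in which the reads of a sequence are shared between the precursor loci it maps to, with miRBase 21.0 as the reference for known miRNAs. The authors also give a signal for each miRNA, which is the estimated count multiplied by 1 factor per library, and the method behind this factor is not given in the sources used here. In the degradome table the authors give counts of raw reads per cleavage site, a signal that divides them by the number of positions a read maps to, a p-value and a category from CleaveLand 3.0, and an alignment score from psRNATarget.

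FPKM were analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a trend in the variance, for genes with a mean of at least 1 FPKM over the 6 libraries. A gene was counted as changed at a Benjamini-Hochberg adjusted p under 0.05, two-sided. Counts at the paper's p and fold thresholds use an unadjusted p under 0.005 and a log2 fold change beyond 1, and a second, wider count uses an unadjusted p under 0.05. Both leave out the false discovery rate under 0.05 that the paper's methods also name, which 0 of the 222 genes of Table S2 meet (lowest q 0.0505). A group of 3 against 3 allows an exact two-sided permutation p of 0.1 at the lowest. Lists of genes came from the GO and KEGG terms in the deposited table and from symbols of known pathways and tissue markers, 53 in all. Each list was tested with fry, and with camera at a preset correlation of 0.01 and at an estimated correlation, and members were also adjusted over the list alone. Counts of members above and below 0 use the FPKM without scaling, in which the median gene is at -0.25. Of 40 lists with most members below 0, 23 had most below 0 after median-ratio scaling and 28 after quantile normalization, so these counts alone do not set a list apart from the other genes. Fold changes of genes listed at 0 in all 3 libraries of a group depend on the pseudocount and are not given, and those of genes near or below 1 FPKM in a group are smaller than the ratio of the means for the same reason.

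Entries with the same values in all 6 small RNA libraries were entered once if they share a sequence, or a name up to a trailing number, and the condition on names was added after the data were seen. Estimated counts of miRNAs were rounded and analysed with edgeR 4.0.16, with TMM normalization, its filter on low counts and a robust quasi-likelihood test. Levels are given as CPM, the counts scaled by TMM to a common library size. Where a group has 0 counts, the fold is a lower bound from a floor of 3 counts over the group's 3 libraries, and intervals and floors cover counting error only. Families were tested with fry on log2 CPM.

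Sites, pairs and categories of the degradome were counted as the authors list them, with no test between groups, since there is 1 library. GO terms of transcripts with a cleavage site were compared with those of predicted targets without one by Fisher's exact test, adjusted over the terms compared. Most of these terms were chosen because the paper names them, and transcripts of the same gene were counted separately. Whether targets moved against their miRNA was tested with 10000 random draws of genes from the genes with a site.

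The named genes are those the paper names, the 10 highest and 10 lowest changed genes with a symbol and at least 5 FPKM in the higher group, the 3 highest and 3 lowest with or without a symbol, and 4 members with the smallest p of each list. For miRNAs, the same kind of rule was used with at least 10 CPM in the higher group. Values of Tables S2, S3, S5 and S6 had been seen when these rules were set. Small heat shock proteins, MSTRG.12014 and MSTRG.6725 were singled out after their values were seen. The lists, tests, thresholds and most alternatives were fixed before the data were examined, and the others are named with their effects.

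Alternatives were another pseudocount, no filter or a stricter filter on low values, median-ratio scaling, quantile normalization, least squares with the library-size term of Ballgown, array quality weights, and the replicate number as a block. For miRNAs they were DESeq2 1.42.0, relative log expression factors, no filter or a stricter filter, a t statistic on the authors' signal and the block. For both, each library was left out in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

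The analysis was tested on simulated data of 3 against 3 libraries. Of 50 genes changed by 1, 2, 3 or 4 on the log2 scale, limma found 2, 24, 37 and 40, with 8 false calls among 14967 genes and 0 calls with nothing changed. Of 20 miRNAs changed by 1, 2 or 3, edgeR found 1, 9 and 16, with 0 false calls. Fry gave a shifted list of 40 genes a value of 1.2e-06 and a still one 0.147. The simulated genes were drawn independently of each other. Members of real lists vary together, with a mean correlation of 0.75 for the proteasome, so these values do not carry over to such lists. Metabolite measurements and target predictions for GO terms outside those compared were not analysed here. Of the paper's RT-qPCR, only the directions of 8 genes were compared.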

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

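The comparison with other splits of the libraries was chosen after the results were seen, and the counts in it come from limma, fry and edgeR as described under the processing. The results below are signals in Vs hybrids, above the level in Vv plants, of genes and miRNAs that the paper does not discuss.

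Of the genes, *RALFL22* (MSTRG.15393) had a mean of 57.2 FPKM in Vs hybrids and was listed at 0 in Vv plants, and the kinase gene MSTRG.15655 had a mean of 119 and was listed at 0. *ATHSFA2* (MSTRG.14022) had a mean of 46.3 FPKM in Vs hybrids, *CYP707A4* (MSTRG.13365) of 20.3 and MSTRG.2398 of 66.9. Which genes these values belong to depends on the deposited pairing with gene IDs, which Table S2 does not share. There were 22 genes listed at 0 in all libraries of one group and in none of the other, with a mean of at least 5 FPKM there, and in the other splits of the 6 libraries into 3 and 3 the highest number was 15. Over all genes, 68 passed the adjusted threshold and the highest other split had 13, 422 passed the paper's p and fold thresholds and the highest other had 107, and 1267 passed the wider threshold and the highest other had 595. As whole lists, 0 passed fry in the real split and 0 in the highest other. In each of the first 4 counts 1 of 10 splits, the real one, had as many, and 10 of 10 for the lists. The 10 splits are too few for a share under 0.05.

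Of the miRNAs, vvi-MIR169v-p3 had a mean of 64.4 CPM in Vs hybrids, vvi-miR169v of 137, aly-miR408-3p_L-1R+4 of 20.0, PC-3p-76913_74 of 14.3 and PC-5p-4922_793 of 203. In edgeR, 19 miRNAs passed the adjusted threshold and the highest of the other splits had 0, and 85 had an unadjusted p of 0.05 or less against 22. Families past fry numbered 0 in every split. Again the 10 splits are too few for a share under 0.05.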

How the results depend on the processing

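The fit by least squares with no filter, the fit without Vv replicate 3 and Vs replicate 1, and the merging of miRNA entries by name were chosen after seeing the data. Without that merging, with 1 entry per sequence, 19 miRNAs passed as well. All 68 changed genes kept their direction in every setting in which they were tested. Their groups did not overlap, so only another scaling or the library-size term could have reversed them. In the other settings that leave out no single library, named genes came out on the same side of the threshold with the same direction in 665 cases, lost the threshold in 100, gained it in 37 and reversed in 6, lists did so in 172, 0, 10 and 18, miRNAs in 157, 30, 8 and 4, and families in 29, 0, 1 and 0. A gene or miRNA that a filter removes has no value in that setting. The cause was not tested unless it is named.

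With no filter on low values 35 genes passed the adjusted threshold and 1 of the paper's named genes, where more genes are tested. With a mean of at least 5 FPKM, where fewer are tested, 45 genes passed, 264 at the paper's p and fold thresholds, 787 at the wider ones, and 1 of the paper's genes. Median-ratio scaling and quantile normalization each left 1 of the paper's genes. Least squares with Ballgown's library-size term, which adds that term and drops the shared variance at once, left 1 gene, 179 at the paper's p and fold thresholds and 0 of the paper's genes, and with no filter also 0 genes, 224, 2112 at the wider thresholds and 0. Array quality weights, which give Vv replicate 3 and Vs replicate 1 the lowest weights (0.305 and 0.408), called 2817 genes, 1002 at the paper's p and fold thresholds, 14 of the paper's genes and 14 lists. With the replicate number as a block 8 genes passed, 0 of the paper's genes and 1 list. The numbers do not pair the samples, since deviations from the group means correlated at 0.17, -0.05 and 0.04 between libraries of the same number for genes and -0.18, 0.01 and -0.11 for miRNAs. Without Vv replicate 3 and Vs replicate 1 the counts were 53, 404 and 1151, with 1 of the paper's genes.

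For miRNAs, DESeq2 called 45, no filter gave 51 and 189 at an unadjusted p of 0.05 or less, and at least 10 counts in every library gave 0 and 51, with 3 families. That last filter left 3 of the 19 changed miRNAs to test. A t statistic on the authors' signal gave 4 and the block 2. In the degradome, sites with a p-value under 0.05 were 332 and those with at least 5 reads 662. With categories 0, 1 and 2 alone, the share of targets that moved against their miRNA lay -2.58 points from that of random draws, which reverses its sign.

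Reversed directions were those of *AUX1* with array weights (-0.086) and without Vv replicate 3 and Vs replicate 1 (-0.029), of *LHCA5* without the same libraries (-0.11), and of MSTRG.10442 with median-ratio scaling (0.077), array weights (0.24) and without the same libraries (0.36). tcc-miR162_R+1 reversed with the block (0.085), and hpe-miR162a_R+2 with no filter (-0.12), at least 10 counts in every library (-0.016) and the t statistic (-0.13). Among medians of lists, the defense response reversed with median-ratio scaling (0.055) and least squares (0.25), oxidation-reduction with median-ratio scaling (0.10), quantile normalization (0.021) and least squares (0.0020), and signal transduction with median-ratio scaling (0.029). Protein phosphorylation did so with least squares (0.032), and plant hormone signal transduction with median-ratio scaling (0.076) and quantile normalization (0.018). The auxin genes reversed with a mean of at least 5 FPKM (-0.022) and array weights (-0.079), and the brassinosteroid genes with no filter (0.045), median-ratio scaling (0.21), quantile normalization (0.13) and least squares (0.28). Heat shock genes (-0.11) and the porphyrin list (-0.11) reversed with array weights, and the flavonoid biosynthetic process with least squares (0.59).

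Leaving out 1 library gave 19 (without Vv replicate 2) to 73 (without Vs replicate 1) changed genes, 272 to 494 at the paper's p and fold thresholds, 1012 to 1775 at the wider ones, 0 to 2 of the paper's genes, 0 to 5 lists, 2 to 16 miRNAs, 66 to 106 at an unadjusted p, and 0 to 1 families. *DXR* ranged from -0.073 to 0.75, *AUX1* from 0.11 to 1.07, *LHCA5* from -0.02 to 0.80, lowest without Vv replicate 3, and vvi-MIR399g-p5 from -0.11 without Vs replicate 3 to 2.16. MSTRG.10442 ranged from -0.51 to 0.29, vvi-miR162 from -0.38 to 0.00096, vvi-miR396a_R-1 from -0.61 to 0.0050, tcc-miR162_R+1 from -0.41 to 0.66 and hpe-miR162a_R+2 from -0.15 to 0.61. Medians ranged from -0.39 to 0.023 for the defense response, -0.13 to 0.27 for heat shock genes, -0.18 to 0.39 for the porphyrin list, -0.67 to 0.28 for the flavonoid biosynthetic process, -0.059 to 0.076 for auxin genes, -0.20 to 0.12 for brassinosteroid genes, -0.28 to 0.11 for the miR162 family and -0.18 to 1.22 for the miR169 family.

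Of 1024 miRNA entries, 332 had enough counts for the test.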

Differences from the paper's values

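The fit by least squares with no filter and the merging of miRNA entries by name were chosen after seeing the values, and all other settings here before the data were examined. A count is said to come within the paper's where neither is more than 1.5 times the other, and a log2 fold change where it has the same sign and lies within 1 standard error. At an unadjusted p under 0.005 and a log2 fold change beyond 1, the paper counts 222 genes, 65 higher and 157 lower, and limma counted 422 here, 124 higher and 298 lower, or 225 higher and 138 lower after median-ratio scaling and 206 and 161 after quantile normalization. The paper's methods name a false discovery rate under 0.05 as well, with which 68 remained here, 34 of them higher, and 0 of the 222 by the q of Table S2. The total came within the paper's value with a mean of at least 5 FPKM, with least squares and Ballgown's library-size term, and without Vv replicate 2 or Vs replicate 2. For the higher genes the first pair of these settings came within it. The lower genes did so with both of them, with median-ratio scaling, with quantile normalization, and without Vv replicate 2 or any 1 Vs replicate. Least squares with Ballgown's term and no filter, chosen after seeing the values, gave 224 genes, 65 higher and 159 lower, and dropped 0 of the paper's 222 by matched values. The paper counts 2112 genes at an unadjusted p under 0.05 and names no fold change beside this number. At that p alone the count here was 3230, and a mean of at least 5 FPKM, median-ratio scaling, quantile normalization, least squares, the block and the fits without Vv replicate 2, Vv replicate 3 or any 1 Vs replicate came within the paper's. With a log2 fold change beyond 1 as well the count was 1267, and log2(FPKM + 0.1), least squares, array weights and the fit without Vv replicate 1 came within the paper's. Least squares with no filter, chosen after seeing the values, gave 2112 with both thresholds, with 0 of the 222 dropped. In the other settings set before, these counts stayed apart.

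Of the defense response the paper counts 31 genes, 19 of them lower, and 10 and 6 were counted here with a log2 fold change beyond 1 at an unadjusted p under 0.05. The paper names no threshold beside these counts, and it speaks of genes with p under 0.005 among them. The counts here use its wider p under 0.05. Only log2(FPKM + 0.1) came within them. For oxidation-reduction the paper counts 131 genes, 85 lower, against 79 and 46 here. The total came within this with log2(FPKM + 0.1), median-ratio scaling, least squares, array weights, the block and without Vv replicate 1, and the lower genes with log2(FPKM + 0.1), array weights and without Vs replicate 2. For photosynthesis the paper counts 45 lower genes in a wider group of transcripts than the list used here, which has 43 tested genes and could not reach that number. Of these 0 were lower, and 0 to 1 in every setting set before. Of the miRNAs at an unadjusted p of 0.05 or less, the paper counts 27 known and 52 new, against 57 and 28 here. No setting came within the first number, and the fit without Vv replicate 3 came within the second.

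For *AUX1*, the paper's mean in Vs hybrids is 19.09 FPKM and it was 37.7 here. For *GA3*, the paper's mean in Vv plants is 12 FPKM and it was 3.42 here. The paper's fold for *BSK1* is 8.11, which is the fold that Table S2 gives for MSTRG.10162, and the ratio of the means of *BSK1* was 0.459 here. In the deposited table the values behind that fold stand under MSTRG.22964, of the ribosome list. No setting changes these means.

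The values of Table S2 stand under the same gene ID in the deposited table for 1 of its 222 genes, so that a comparison by ID sets values of different genes of that table side by side. Compared in this way, 25 tested genes that the paper names are in Table S2. Their log2 fold changes had the opposite sign in 15, differed by more than the standard error with the same sign in 6, and lay within it in 4. Those with the opposite sign are MSTRG.9167 (*DXR*), the paper's -1.43 and 0.46 here; MSTRG.11573 (*THI1-1*), the paper's -1.18 and 5.83 here; and MSTRG.10120 (*GA3*), the paper's -3.52 and 1.11 here. For MSTRG.10068 the paper's value is -1.13 and it was 1.02 here, for MSTRG.10442 1.16 and -0.23, for MSTRG.10714 2.65 and -0.93, for MSTRG.11316 2.75 and -1.65, and for MSTRG.11379 4.45 and -0.72. For MSTRG.12152 the paper's value is -1.63 and it was 1.42 here, for MSTRG.13838 -1.20 and 1.42, for MSTRG.17755 -1.72 and 0.96, for MSTRG.2871 -1.29 and 0.14, for MSTRG.547 -1.76 and 1.07, for MSTRG.7662 -1.66 and 0.89, and for MSTRG.9657 -1.26 and 1.25. With the same sign, the paper's value for MSTRG.11769 is -2.47 and it was -0.83 here, for MSTRG.18281 5.18 and 1.07, for MSTRG.20964 2.57 and 0.64, for MSTRG.2857 1.98 and 0.53, for MSTRG.3114 3.07 and 1.52, and for MSTRG.657 1.22 and 0.54. MSTRG.3114 came within the paper's value with least squares, and MSTRG.657 with log2(FPKM + 0.1), median-ratio scaling, and without Vv replicate 1, Vv replicate 2 or Vs replicate 3. The others came within it in no setting set before. MSTRG.10162, MSTRG.11566, MSTRG.11574 and MSTRG.11828 were below the level required for the test and have no fold change here. For hpe-miR162a_R+2 the paper's value in Table S3 is -0.133 and it was 0.019 here, and it came within this with no filter on low counts, at least 10 counts in every library, the t statistic on the authors' reads, and without Vv replicate 1, Vv replicate 2 or Vs replicate 3. At the adjusted threshold 3 of the 49 genes the paper names passed, and 14 with array quality weights.

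The paper states that *GAI1* was higher in Vs hybrids, where it was listed at 0 here. Table S2 gives MSTRG.11574 and MSTRG.10162 as higher, and the first was listed at 0 in Vs hybrids and the second was at 0.549 FPKM in Vv plants and 0.165 in Vs hybrids. The paper also states that *AUX1* was lower and *BSK1* higher, with log2 fold changes of 0.67 and -1.03 here. *LHCA5*, *LHCA2*, *LHCA1*, *LHCA4* and *LHCB5* are given as lower in Vs hybrids, and their log2 fold changes were 0.51, 1.38, 1.77, 1.36 and 1.78 here. MSTRG.6465 is given as higher, with a log2 fold change of -1.997 here, while MSTRG.2147, given as higher too, was at 2.46. In Vs hybrids MSTRG.9394 is given a higher FPKM than MSTRG.21184, and they were at 19.1 and 29.8 here.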

Other observations

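The tests of explanations in this part, but that of the 10 most abundant genes, were chosen after the results were seen, while adjusted p-values and lists of genes are those described under the processing. The paper's Table S2 lists 222 genes with FPKM values, and each set of 6 values equals, to a relative tolerance of 0.0001, that of exactly 1 gene of the deposited table, in 1 case under the same gene ID. If the deposited table paired values with the wrong IDs, members of a pathway would not vary together there, but 46.5% of the lists with at least 10 tested genes varied together more than 95% of random lists. Another numbering of the IDs would give them other names, and 222 of 222 IDs carry the same name in both tables. With its genes in order of p, the alphabetical positions of the IDs in Table S2 hold an increasing series of 137, where random orders reach at most 37. A pairing of sorted values with IDs in alphabetical order may account for this, and the test was devised after that order had been looked at.

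The paper's RT-qPCR in Fig. 2A goes the other way for part of these. It was compared for the 8 genes with 1 sign in every tissue shown. Its directions equal those of Table S2 in 8 of 8 genes and those of the deposited values in 5 of 8. By matched values, 43 of the 68 changed genes are in Table S2, and by gene ID 5. The values in the paper's text for *AUX1* equal those of MSTRG.19899 in the deposited table. No biological explanation was tested.

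The median gene was lower in Vs hybrids. A few abundant genes with a larger share of the FPKM may lower all others, and after scaling without the 10 genes of highest mean FPKM the median was -0.13, between what was set for and against this. Of these genes, MSTRG.6778 held on average 6.68% of the FPKM in Vv plants and 12.2% in Vs hybrids, and MSTRG.4709 held 0 and 2.50%. The level of MSTRG.4709 in Vs hybrids was 14311 ± 12621 FPKM (SD, n = 3), with an adjusted p of 0.231 from limma. A difference between Vv plants and Vs hybrids themselves stays open as well.

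Leaf transcripts were low in Vv replicate 3. A smaller share of leaf RNA in that pool would raise the berry and phloem markers, whose medians were 3.69 against 3.08 and 4.19 in the other Vv libraries and 2.03 against 2.11 and 1.84, so that this stays open. A label of the other group would bring the library closer to Vs hybrids, but its mean correlation with the Vs libraries was 0.730 and with the other Vv libraries 0.814. A difference between plants stays open.

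MSTRG.7878, MSTRG.4406 and MSTRG.12189, small heat shock proteins singled out after their values were seen, and *ATHSFA2* rose in Vs hybrids, and heat or another stress may have raised the heat response. Of 11 tested heat shock genes 6 were above 0 and 5 below (median 0.17), and of 28 genes of the response to heat 13 and 15 (median -0.05, 0 higher and 1 lower at the adjusted threshold). Set against all tested genes, whose median is -0.25, the median of the heat shock genes lay above 96.9% of random lists of the same size and that of the response to heat above 94.6%, which misses the 95% required. The bound that would count against the hypothesis was set after 94.6 had been seen, and under its first wording, any value below 95%, the hypothesis would have been ruled out. Sampling dates may differ between the groups, which was not tested.

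Among other lists, 9 of 13 ethylene genes, 10 of 11 genes of phosphate starvation, 8 of 8 of lignin and phenylpropanoid synthesis and 13 of 18 of cell wall loosening were below 0, and 7, 5, 5 and 11 after median-ratio scaling. *XTR8*, a cell wall enzyme, was at 1174.9 ± 907 FPKM (SD, n = 3) in Vv plants and 211 ± 108 in Vs hybrids (log2 fold change -2.38, adjusted p = 0.166 from limma). Of the berry markers, *SWEET10* was at 101 ± 87.0 and 20.4 ± 3.10 FPKM (adjusted p = 0.371), and 6 of 8 were below 0, also after median-ratio scaling. The xylem markers had 6 of 8 above 0, and 7 after median-ratio scaling.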
